# Human umbilical cord mesenchymal stem cell treatment alleviates symptoms in an atopic dermatitis-like mouse model

**DOI:** 10.1186/s13287-023-03365-w

**Published:** 2023-05-29

**Authors:** Chunting Hua, Qichang Liang, Siji Chen, Jiang Zhu, Yi Tang, Xianzhen Chen, Yinjing Song, Stijn van der Veen, Hao Cheng

**Keywords:** Atopic dermatitis, Mesenchymal stem cells, Biomarkers

## Abstract

**Background:**

Atopic dermatitis (AD) is one of the most common immune and inflammatory skin disorders, leading to insufferable itching and skin abnormalities that seriously affect life quality of patients. There are still huge unmet needs for long-term and effective disease control, despite currently available therapies. Evidenced by some preclinical and clinical studies of AD treatment with stem cells, stem cell treatment could significantly and effectively ameliorate AD symptoms.

**Objectives:**

To elucidate underlying mechanisms of how stem cells therapy alleviates AD-like symptoms.

**Methods:**

An AD-like mouse model was constructed and treated with mesenchymal stem cells (MSCs) subcutaneously or subcutaneously combined with intravenously. The differentially expressed genes were sorted out from RNA sequencing results of dorsal skin and blood.

**Results:**

Two injection routes of MSCs could alleviate AD-like symptoms and pathologic changes of the skin and immune organs. RNA sequencing of dorsal skin sections and blood provided gene expression signatures for amelioration of skin defects, inflammatory and immune modulation by MSCs, as well as common AD molecular markers for the skin and blood, which may benefit for clinical diagnosis. IL-1β and its signaling pathway were specifically found to be associated with the development of AD-like dermatitis lesions. MSC treatment effectively inhibited the JAK-STAT pathway and receptors of IL-4, IL-13, IL-17, and IgE.

**Conclusions:**

MSC therapy could regulate abnormal immune and inflammatory status in AD. Mechanistic exploration will contribute to the development of personalized AD treatment based on MSCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03365-w.

## Introduction

Atopic dermatitis (AD) is a common inflammatory skin disorder characterized by recurrent eczematous lesions and severe itching. Over the past 30 years, the prevalence of AD in children from developed countries has reached 10–20% [1], severely affecting life quality [2] and causing a high economic burden [3, 4, 5]. Many factors are associated with the development of AD, including genetic predisposition, epidermal barrier dysfunction, immune regulation disorders, abnormal skin microbiomes, and the neuroimmune system. Current theories suggest that very early and acute AD is almost exclusively characterized by Th2 cell infiltration, whilst a mixture of Th1, Th2, and Th22 cells are observed in chronic disease [6, 7, 8]. The skin of AD patients is susceptible to bacterial infections due to dysfunction of the epidermal barrier and dysregulation of skin antibacterial immunity [9]. Current treatments for AD include common systemic drugs like antihistamines, short-term oral glucocorticosteroids, and biological agents like dupilumab and nemolizumab [10, 11]. However, these traditional treatments are less effective and might have side effects in chronic and refractory AD [12]. Therefore, safer and more effective treatments need to be developed.

Mesenchymal stem cells (MSCs) are a group of cells that can be isolated from multiple tissues of mesodermal origin, and their vital properties, such as differentiation potential, ability to modulate immune responses, and low immunogenicity, make them ideal for the treatment of various diseases [13, 14, 15, 16]. One of the key benefits of MSCs is their intrinsic homing capabilities that stimulate migration to the injury site when administered systemically [17]. In a previous study, the addition of MSCs to differentiated effector T cells led to a decrease in the release of the pro-inflammatory cytokine interferon gamma (IFN-γ) from Th1 cells, with a concomitant increase in the release of interleukin-4 (IL-4) from Th2 cells, which has anti-inflammatory activities in Th1-mediated diseases [18]. Besides, in a murine model of ovalbumin-induced asthma, which is a Th2-mediated inflammatory disease [19], MSC-treatment attenuated airway hyper-responsiveness, reduced the number of eosinophils in bronchoalveolar lavage fluid and significantly decreased the release of Th2 cytokines. These findings suggest that MSCs regulate T cell immune responses, and cumulative data to date indicate that MSCs do not appear to inhibit immune cell functionality against infectious agents [20].

Cells derived from umbilical cord tissue are the youngest and most primitive MSCs available, with great potential to transform into any type of cell [21]. A promising clinical trial in South Korea, which involved subcutaneous implantation of umbilical cord MSCs for treatment of AD, has yielded promising results. Fifty-five percent of patients had a 50% reduction in the Eczema Area and Severity Index (EASI) and a 50% reduction in the Severity Score for Atopic Dermatitis (SCORAD). Those who received the higher dose also experienced a 50% reduction in itching [22].

In our current study, we established a 1-chloro-2,4-dinitrobenzene (DNCB)-induced AD-like mouse model and adopted human umbilical cord MSCs for exploration of curative effects. We found that MSC treatment can modulate inflammatory and immune response and improve skin barrier function, which breaks the vicious cycle of AD development. Common molecules in both skin and blood may further provide insights into AD diagnosis and treatment.

## Materials and methods

### Induction of AD-like lesions in BALB/c mice and MSC treatment

The procedures were performed according to the guidelines issued by Affairs Concerning Experimental Animals of the People’s Republic of China. Female six-week-old BALB/c mice were purchased from Shanghai SLAC Laboratory Animal Co., Ltd, and housed under specific pathogen-free conditions. DNCB and olive oil were obtained from Sigma. Twenty-four mice were divided randomly into four groups of six mice. The atopic dermatitis-like mouse model induced by DNCB, which activates the inflammasome, was established as previously described [23, 24, 25, 26], and adjusted according to our preliminary experiments. Briefly, the backs of mice were shaved with an electric clipper and treated with hair removal cream two days before sensitization. For sensitization, 1% DNCB was applied to the shaved area of the dorsal skin and the right ear on days 0, 3, 6, and 9. Mice of the solvent control group were treated with vehicle only (acetone: olive oil = 3:1 v/v). Subsequently, the dorsal skin and right ear were repeatedly challenged with 0.5% DNCB solution on days 12, 15, 18, 21, 24, and 27 (Fig. 1a). The optimal MSC dose was determined in our preliminary experiments (unpublished data). Each mouse in the MSC treatment group received a dose of 2 × 10^6^ MSCs in 100 μL culture solution on days 13, 17, 21, and 25. The cell suspensions were mixed gently before injection. For the scMSC group, 100 μL MSC solution was injected subcutaneously in the side of the dermatitis area. For the scivMSC group, 50 μL MSC solution was injected subcutaneously in the side of the dermatitis area and another 50 μL MSC solution was injected into the tail vein. The dorsal skin hair was shaved again on the day 24. All mice were euthanized by cervical dislocation on day 30.

**Fig. 1:**
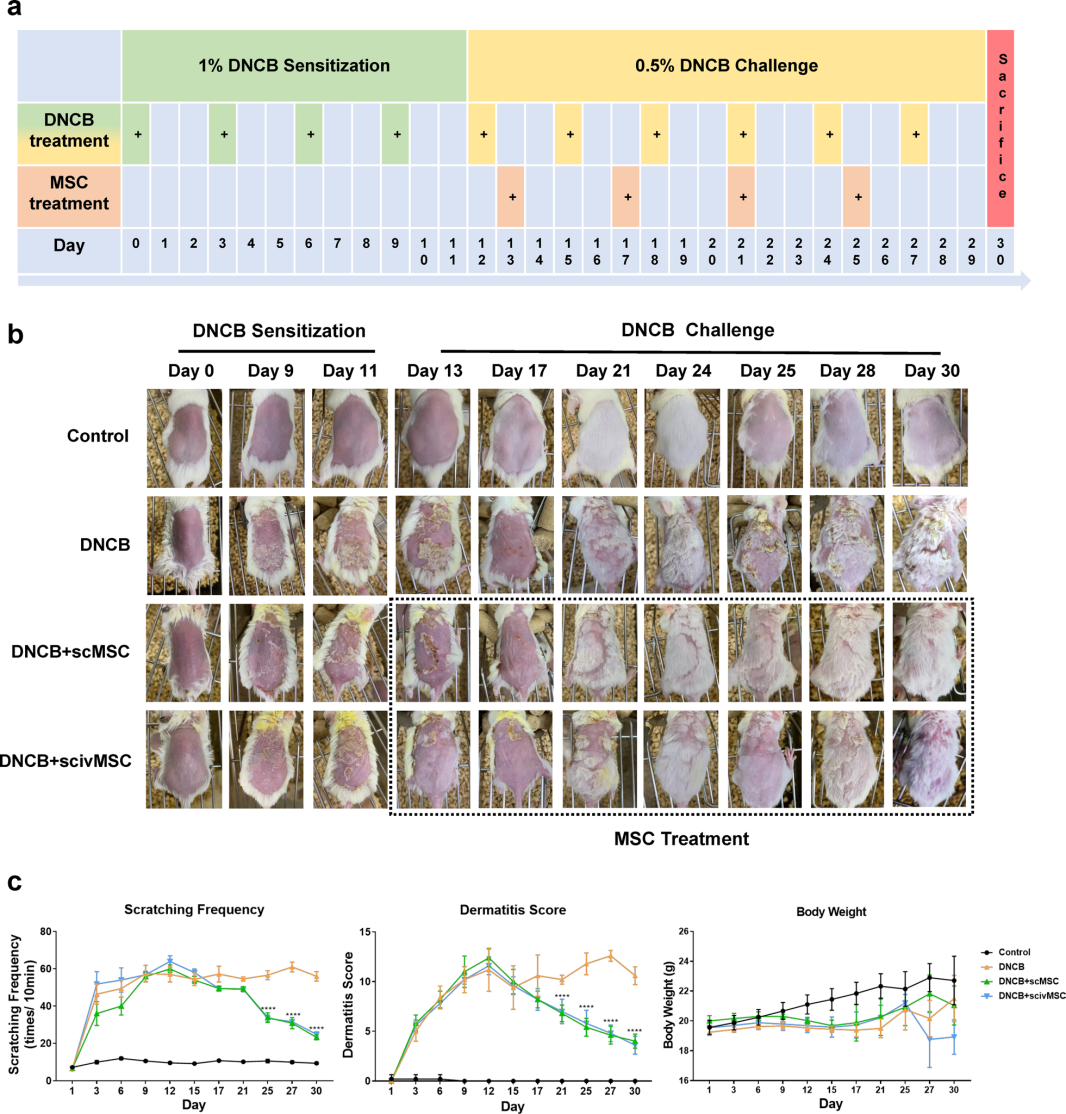
Effects of DNCB application and MSC treatment on the development of atopic dermatitis-like symptoms in BALB/c mice. **a** Schematic diagram of DNCB induction and MSC treatment from day 1 to day 30. 1% DNCB was applied on days 0, 3, 6, and 9, and 0.5% DNCB solution was applied on days 12, 15, 18, 21, 24, and 27. Mice received MSCs on days 13, 17, 21, and 25. **b** Macroscopic views of dorsal skin appearance from representative mice of each group from day 0 to day 30. **c** Records of scratching frequency, dermatitis score, and body weight of mice. Two-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance between the DNCB group and MSC treatment groups. ****P < 0.0001

### Dermatitis score and measurements

A comprehensive scoring system (Additional file 1: Table S1) adapted by Scoring Atopic Dermatitis (SCORAD) [27] was developed to measure the severity of skin symptoms by scoring erythema, edema, scales, lichenification, ear thickness and scratch frequency [28] with 0 (none), 1 (mild), 2 (moderate) and 3 (severe) [29, 30, 31, 32]. The scratch frequency was measured an hour after DNCB application with duration of ten minutes, and multiple scratches within one second were regarded as one event. Mouse body weight was measured every other day, and weight of the spleens and lymph nodes was measured after killing with electronic weighing scales.

### Histopathological analysis

Skin, spleen, and lymph node tissues were harvested on day 30 and fixed in formalin before embedding in paraffin. The procedures of deparaffinization, rehydration, antigen retrieval, and blocking were described previously [33]. Primary antibodies used for immunohistochemistry staining were Ki67 (#12202s, CST), CD4 (#25229S, CST), CD8 (#98941S, CST), CD1a (#17325-1-AP, Proteintech), CXCR3 (#26756-1-AP, Proteintech), CCR3 (#bs-1167R, Bioss). For toluidine staining, the hydrated samples were dyed with toluidine blue for 5 min, washed and differentiated with 1% hydrochloric acid alcohol. Images were obtained with a KFBIO Digital Slide Viewer or Olympus cellSens Entry 2.3. The mast cells were counted in five high-power fields (HPF) at X200.

### Measurement of serum IgE levels

Serum was separated from blood by centrifugation at 4000 rpm for 15 min and stored at − 80 °C until required. Serum IgE was tested with the IgE Mouse Uncoated ELISA Kit (# 88-50460, Invitrogen). Briefly, 96-well plates were coated with capture antibodies and blocked. Serial dilutions of standard IgE and diluted serum samples were added to the appropriate wells and incubated. The detection antibody, TMB, and stop solution were added before absorbance measurements at 450 and 570 nm.

### Immunofluorescence staining

Tissue sections were collected and embedded in OCT (#4583, SAKURA). Sections were washed with PBS and fixed with 4% paraformaldehyde (#P1110, Solarbio). Subsequently, they were permeabilized with buffered 1% (v/v) Triton X-100 (#T8200, Solarbio) and blocked with 10% goat serum. After blocking, the sections were labeled with antibodies against IL-1β (#AF5103, Affinity) using a 1:150 dilution and incubated overnight at 4 °C. Then, Alexa Fluor 594-conjugated secondary donkey anti-rabbit IgG (#34312, Yeasen) was used at a dilution of 1:300 and nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI, #ab104139, Abcam). Immunofluorescence images were acquired using a fluorescence microscope (Olympus cellSens 2.3).

### RNA sequencing and statistical analysis

Dorsal skin sections and blood samples were collected on day 30, and total RNA was isolated with TRIzol reagent (#15596026, Invitrogen). RNA sequencing was conducted by LC-BIO Technologies Co., Ltd (Hangzhou, China). Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment were performed as previously described [34, 35]. The differentiated genes were selected by the criteria of |fold change|> 2 and *p* value < 0.5. Gene Set Enrichment Analysis was performed using the GSEA software (https://www.gsea-msigdb.org/gsea) [36, 37]. Gene expression was presented in a log_10_ scale. Fluorescence area was measured with ImageJ, and all results were analyzed using GraphPad Prism9. Statistical analysis includes one-way ANOVA or two-way ANOVA with Dunnett's multiple comparison test. Differences between the groups were considered significant at *P* < 0.05. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

## Results and discussion

### MSC treatment alleviates DNCB-induced atopic dermatitis-like symptoms in mice

We evaluated the effects of MSC treatment in a mouse model of DNCB-induced AD. Briefly, mice were randomly divided into four groups, a control group, an AD-like disease group (DNCB group), and two MSC treatment groups receiving subcutaneous MSCs (DNCB + scMSC group) or subcutaneous and intravenous MSCs (DNCB + scivMSC group) one day following completion of the DNCB sensitization schedule (Fig. 1a). DNCB-induced symptoms were red, swollen skin with erythema, erosion, scaling, and dryness, resulting in elevation of the dermatitis score and increased scratching frequencies (Fig. 1b, c). MSC treatment initiated on day 13 gradually reduced symptoms, resulting in significantly reduced scratching frequencies and dermatitis scores by days 21–25. Similarly, mouse ear thickness, which reflects skin edema and epidermal hypertrophy, was increased after DNCB application and significantly reduced by MSC treatment from day 17 onwards (Additional file 2: Fig. S1a and b). The epidermis of both dorsal skin and the right ear was also markedly thickened after DNCB application, while epidermis thickening was significantly reduced after MSC treatment (Fig. 2a, b and Additional file 2: Fig. S1c and d). The skin sections of DNCB-challenged mice displayed hyperkeratosis with parakeratosis, acanthosis with mild spongiosis at the epidermis, vascular dilatation and hyperemia, and dermal infiltration of monocytes and multi-lobulated cells. MSC treatment ameliorated these symptoms, and inflammatory changes were mild or absent (Fig. 2a). Furthermore, toluidine staining is an established method for the identification and quantification of mast cells [38, 39], and the increased number and activation of mast cells are regarded as important AD pathogenesis factor [40, 41]. We found that DNCB-induced mast cell infiltration in the dorsal skin and right ear sections was significantly decreased after MSC treatment (Fig. 2c, d, Additional file 2: Fig. S1e and f).

**Fig. 2:**
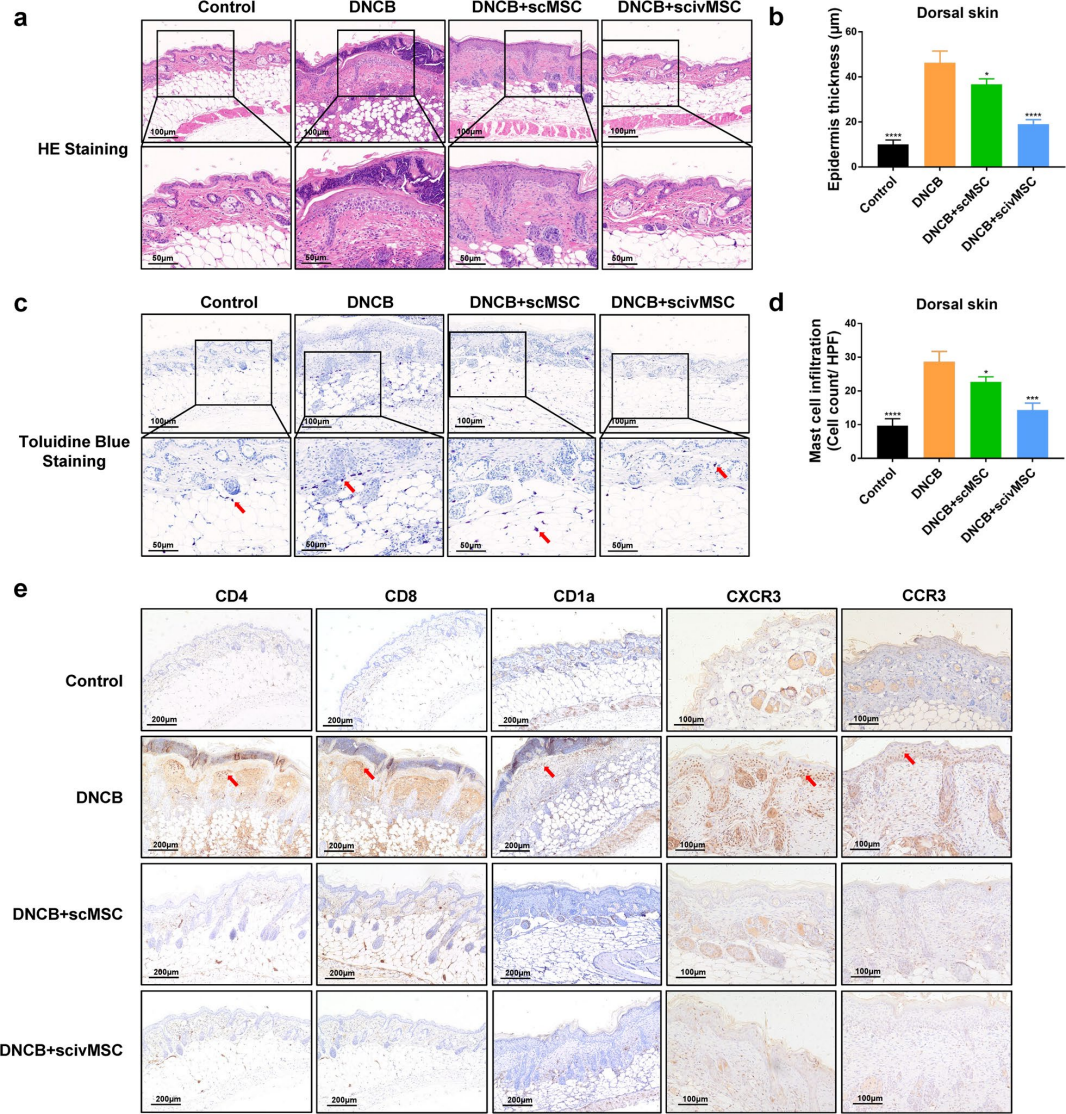
Pathological amelioration of epidermal changes by MSC treatment. **a** Visualization of histopathological manifestations in dorsal skin sections by hematoxylin–eosin staining. **b** Epidermis thickness based on tissue sections as presented in **a**. **c** Dorsal skin sections stained with toluidine blue to visualize mast cell infiltration. **d** Quantification of mast cell infiltration based on the number of dark violet-stained cells as presented in **c**. **e** Immunochemical staining of CD4, CD8, CD1a, CXCR3, and CCR3 of dorsal skin tissue sections. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance of epidermal thickness and mast cell infiltration. *P < 0.05; ***P < 0.001; ****P < 0.0001

Unexpectedly, hair coverage of the dorsal skin was higher in the MSC treatment groups compared with the DNCB group (Fig. 1b). Indeed, hair follicles containing Ki67-positive papilla cells were elevated after MSC treatment, which indicated that cell proliferation was promoted, and GSEA analysis performed for GO terms of dorsal skin sections also showed enrichment of hair follicle development after MSC treatment (Additional file 3: Fig. S2a and b).

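RNA was sequenced from the dorsal skin of 3 mice in each of 4 groups, collected on day 30. Control mice received the acetone and olive oil vehicle, and the other groups were sensitized with 1% DNCB and challenged with 0.5% DNCB. The scMSC group also received 2000000 mesenchymal stem cells (MSCs) per injection in 100 µL under the skin, in 4 injections from day 13 to day 25. In the scivMSC group, each injection was divided into 50 µL under the skin and 50 µL into the tail vein. The authors deposited FPKM and whole-number estimated counts of 36400 Ensembl genes for each of the 12 libraries, without normalization of the counts between libraries. The gene coordinates in the file are those of GRCm38. The total estimated counts ran from 63877153 to 75134001 per library, with group medians of 65586729 in control, 73839280 in DNCB, 73880590 in scMSC and 74124345 in scivMSC. Of the estimated counts from 1 to 18, 38.9% to 41.2% per library were multiples of 4, and 1 sequenced fragment was taken as about 4 estimated counts. A gene with at most 3 fragments, or 12 estimated counts, in every library of a group was taken to be at the floor, which covers counting error only.

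The 21890 genes with a mean of at least 0.1 FPKM were tested with edgeR's quasi-likelihood test after TMM normalization, with the 4 groups in 1 model. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change over 1. Fold changes are DNCB relative to the other group unless stated otherwise, so a positive value is higher in DNCB. Group levels are mean ± SD over 3 libraries, and log2 fold changes are given ± the standard error of the fit. A single gene compared on its own in 3 libraries against 3 cannot reach an exact two-sided permutation p below 0.10. The edgeR test shares its estimate of the spread across genes, and adjusted p-values come from it wherever no other test is named. Among the alternatives, DESeq2, limma on log2(FPKM + 0.1), counts divided by 4, library size alone and the enrichment analysis with signal-to-noise ranking were chosen after seeing the data. The plan had named limma on log2(FPKM + 0.1) beforehand as the test for a file of FPKM. Only its use as an alternative came later.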

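The file annotates 42 genes with the GO term hair follicle development, and 41 of them were tested. Their median log2 fold change was -0.53 against scMSC, with 11 genes higher in DNCB. Against scivMSC it was -0.36, with 9 genes higher in DNCB. The camera test of limma with a preset inter-gene correlation of 0.01 placed the set lower in DNCB in both comparisons. Its adjusted p, over 9 sets and 2 comparisons, was 7.06e-07 against scMSC and 1.44e-05 against scivMSC. The alternative that moved this result most estimated the correlation from the data, which gave an adjusted p of 0.0777 in both comparisons. The rotation test fry, which asks whether a set changed at all and not whether it changed more than other genes, gave 0.000729 and 0.00136. The adjusted p therefore spans 7.06e-07 to 0.0777 over the set tests against scMSC.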

### MSC treatment modulates inflammatory and immune response

Since AD is an inflammatory and immune skin disorder, mouse skin sections were analyzed by immunohistochemistry staining for immune cell markers. Compared with the control group, mice of the DNCB group showed a strikingly elevated infiltration by CD4^+^ and CD8^+^ T cells in the dermis (Fig. 2e), while this response was largely alleviated in the MSC treatment groups. Epidermal CD1a^+^ cells with a dendrite shape usually indicate Langerhans cells, which have shown to be critical for inflammatory skin diseases [42]. Although some researchers have suggested that CD1a is not expressed in mice [43], we found increased numbers of positive stained cells for CD1a in the hair follicles and dermis of mice from the DNCB group compared with control mice and mice from the MSC treatment groups (Fig. 2e). CXCR3 and CCR3 are regarded as selective Th1 and Th2 cell surface markers, respectively [44, 45]. A previous study found that the expression of CCR3 in the skin of AD patients was decreased after 8-week tacrolimus administration [46], which fits with the strong association between Th2 responses and acute AD. A DNCB challenge contributes to the chemotaxis of eosinophils expressing CCR3 and Th2 lymphocytes into the skin [47]; CXCR3 is upregulated during inflammation and recruitment of immune cells to inflammation sites [48]. Our results showed elevated levels of CXCR3^+^ and CCR3^+^ cells in the epidermis and dermis of the DNCB group, while immunoreactive cells for CXCR3 and CCR3 were reduced for the MSC treatment groups. Taken together, MSC treatment resulted in a major improvement of dermatitis-like skin lesions through immune and inflammatory modulation.

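Between DNCB and scMSC, 1861 genes were called, of which 840 were higher and 1021 lower in DNCB. Between DNCB and scivMSC, 1195 genes were called, 509 higher and 686 lower in DNCB. Against control, DNCB differed in 3098 genes, 1442 higher and 1656 lower. The setting that moved these counts most was the threshold printed in the paper's methods, an unadjusted p under 0.5 with a fold over 2, which gave 4870 genes against scMSC, 4438 against scivMSC and 6363 against control. Leaving out DNCB replicate 2 or scMSC replicate 2 lowered the count against scMSC to 1231 or 1222. Against scivMSC the count fell to 542, 496 or 654 without DNCB replicate 1, 2 or 3, and to 476 or 619 without scivMSC replicate 1 or 3. DNCB was called higher than each of the other 3 groups in 340 genes, and lower counts of 147, 159 and 202 came without DNCB replicate 1, 2 and 3. Without scivMSC replicate 1 or 3 the count was 138 or 170.

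Over-representation among genes called higher in DNCB was computed against 15537 tested genes with a GO annotation, over 3762 terms. The term inflammatory response ranked 1 of these terms in both comparisons. It was 5.04-fold over-represented against scMSC, with 72 of its 291 genes among the 762 annotated genes called higher, and 5.28-fold against scivMSC, with 47 among 475. Extracellular matrix ranked 2 in both comparisons. Immune response ranked 9 and 8, and innate immune response 36 and 34.

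As whole sets, the 291 tested genes of inflammatory response had a median log2 fold change of 0.67 against scMSC and 0.52 against scivMSC. For the 208 genes of immune response these medians were 0.60 and 0.53, and for the 361 genes of innate immune response 0.42 and 0.39. Against scMSC, 208 genes of inflammatory response and 255 of innate immune response were higher in DNCB. By the test applied to the hair follicle set, the adjusted p ran from 7.52e-12 for inflammatory response against scMSC to 3.34e-07 for immune response against scivMSC. Under the rotation test all 3 sets stayed under 0.05 in both comparisons, from 0.0110 to 0.0297, and with an estimated correlation none did, from 0.166 to 0.171. The paper reports enrichment of inflammatory and immune genes in DNCB relative to both MSC groups, in skin and in blood. It reads this as an indication that the treatment restores the balance of these tissues by acting on inflammation and immunity.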

RNA Seq-based transcriptomics of skin sections and blood and subsequent gene ontology (GO) enrichment analysis and gene set enrichment analysis (GSEA) performed for GO terms showed that genes related to inflammatory and immune responses were most enriched in the DNCB group compared with the MSC treatment groups (Additional file 4: Figure S3a, b and c), indicating that MSC treatment rebalances skin and blood homeostasis by modulation of inflammatory and immune responses. IL-1β is an important cytokine in AD development [49], and it is significantly elevated in stratum corneum tape strips [50] and interstitial fluid [51] from skin lesions of AD patients. Study concluded that IL-1 was released from epidermis with activation [52], and the increased level of skin IL1β was mainly derived from infiltrated neutrophils and monocytes/macrophages [53]. 

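Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139), which encodes IL-1β, stood at 3.88 ± 2.85 FPKM in control, 162 ± 55.9 in DNCB, 3.61 ± 2.91 in scMSC and 6.3 ± 4.50 in scivMSC. Every DNCB library lay above every library of the other groups. The log2 fold change was 5.21 ± 1.14 against control, 5.44 ± 1.16 against scMSC and 4.67 ± 1.11 against scivMSC, with adjusted p-values of 0.00757, 0.0119 and 0.0292. Il1b's adjusted p against scivMSC rose to between 0.0544 and 0.0909 without DNCB replicate 1, 2 or 3 or scivMSC replicate 1 or 3, each left out in turn. The setting that moved Il1b most against scivMSC left out scivMSC replicate 1 and gave a log2 fold change of 4.19. Il1b's adjusted p against scivMSC ran from 0.000174 with DESeq2 to 0.0322 with scaling by library size alone over the 12 other settings.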

In our study, IL-1β gene expression was significantly higher in the DNCB group compared with the control and MSC treatment groups (Additional file 2: Figure S3d). Further immunofluorescence staining of dorsal skin sections also showed increased IL-1β levels for the DNCB group compared with the control and MSC treatment groups (Fig. 3a, b). IL-1RAP, IL-1R1 and IL-1R2 are IL1β receptors [54, 55], and IL-1β-IL-1R-MyD88 signaling has shown to be necessary for bacteria to promote skin regeneration [56]. What’s more, the NLRP3 also plays an important role in IL-1 related cytokine production [57, 58]. Consistently, gene expression levels of IL-1RAP, IL-1R1, IL-1R2, IL-1Rn (IL-1R antagonist), Myd88 and Nlrp3 were also specifically elevated in skin sections and/or blood for the DNCB group (Additional file 2: Figure S3d). 

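In dorsal skin, Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956) rose from 0.497 ± 0.381 FPKM in control to 10.9 ± 3.23 in DNCB, and stood at 0.371 ± 0.293 in scMSC and 0.664 ± 0.403 in scivMSC. Nlrp3 had a log2 fold change of 4.27 ± 0.97 against control, 4.82 ± 1.00 against scMSC and 4.02 ± 0.96 against scivMSC (adjusted p = 0.00896, 0.0105 and 0.0290). Nlrp3's adjusted p against scivMSC rose to between 0.0586 and 0.107 without DNCB replicate 1, 2 or 3 or scivMSC replicate 1 or 3, each left out in turn. Nlrp3's adjusted p against scivMSC ran from 2.05e-05 with DESeq2 to 0.0334 with limma at a pseudocount of 0.01 over the 12 other settings. Il1rap (ENSMUSG00000022514, chromosome 16, 26581704 to 26730117), which overlaps Gm20319 on the other strand, had 1.49 ± 0.442 FPKM in control, 3.96 ± 0.384 in DNCB, 1.72 ± 0.394 in scMSC and 1.84 ± 0.348 in scivMSC. Il1rap had a log2 fold change of 1.23 ± 0.21 against control, 1.18 ± 0.21 against scMSC and 1.10 ± 0.21 against scivMSC, and the adjusted p-values were 0.00229, 0.00530 and 0.0129. Il1rap's adjusted p against scivMSC rose to between 0.0522 and 0.0524 without DNCB replicate 1 or scivMSC replicate 3, each left out in turn.

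Il1r1 (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) had 4.56 ± 0.378 FPKM in control, 13.3 ± 4.78 in DNCB, 9.37 ± 1.66 in scMSC and 9.12 ± 1.56 in scivMSC. The difference was 1.35 ± 0.24 against control (adjusted p = 0.00291), while 0.47 ± 0.24 against scMSC and 0.54 ± 0.24 against scivMSC did not pass 0.05 (adjusted p = 0.245 and 0.207). Il1r2 (ENSMUSG00000026073, chromosome 1, 40074079 to 40125231), overlapping Gm16894 on the other strand, was higher in DNCB by 1.6 ± 0.41 than in scMSC (adjusted p = 0.0273). The differences of 0.66 ± 0.40 from control and 1.24 ± 0.40 from scivMSC had adjusted p-values of 0.259 and 0.0882. Il1r2's adjusted p against scMSC rose to between 0.0625 and 0.102 without DNCB replicate 1 or 2 or scMSC replicate 2 or 3, each left out in turn. Il1r2's adjusted p against control ran from 0.0469 with the 6 libraries compared fitted alone to 0.345 with no filter on low values over the 12 other settings. Il1r2's adjusted p against scivMSC ran from 0.0194 with DESeq2 to 0.123 with the 6 libraries compared fitted alone over the 12 other settings. Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494) did not pass 0.05 in any of the 3 comparisons (adjusted p = 0.512, 0.603 and 0.783), with a log2 fold change of 0.55 ± 0.54 against control, -0.55 ± 0.54 against scMSC and 0.34 ± 0.54 against scivMSC. Without scivMSC replicate 3 the log2 fold change of Il1rn against scivMSC was -0.012, with an adjusted p of 0.999. Myd88 (ENSMUSG00000032508, chromosome 9, 119335934 to 119340041), which overlaps Acaa1a on the other strand, had a log2 fold change of 0.67 ± 0.17 against control, 0.83 ± 0.17 against scMSC and 0.46 ± 0.17 against scivMSC, with adjusted p-values of 0.0151, 0.0102 and 0.132. Myd88's adjusted p against control rose to between 0.0787 and 0.0859 without control replicate 1 or 2, each left out in turn.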

Previous studies have shown that immune modulation by MSCs requires priming by inflammatory mediators [59, 60]; DNCB-mediated induction of IL-1β may therefore provide the trigger for MSCs to exert immunomodulatory effects.

**Fig. 3:**
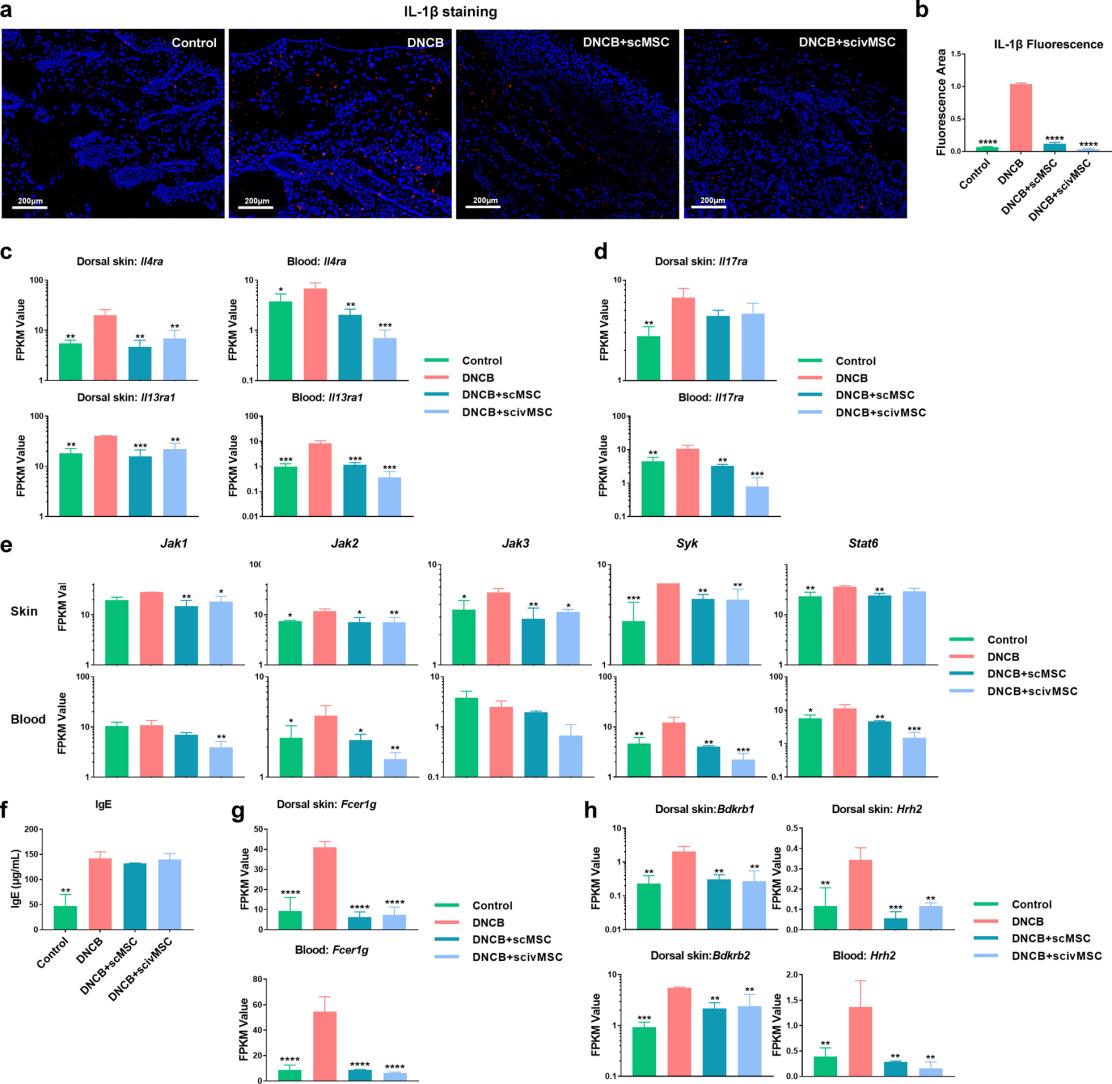
Modulation of inflammatory and immune response by MSC treatment. **a** Immunofluorescence staining of IL-1β (red) in dorsal skin tissue sections. **b** Quantification of IL-1β fluorescence area of tissue sections as presented in **a**. **c** Gene expression of *Il4ra* and *Il13ra1* in dorsal skin tissue sections and blood based on RNA seq. **d** Gene expression of *Il17ra* in dorsal skin tissue sections and blood based on RNA seq. **e** Gene expression of JAK-Stat pathway genes *Jak1*, *Jak2*, *Jak3*, *Syk* and *Stat6* in dorsal skin tissue sections and blood based on RNA seq. **f** Serum levels of IgE measured by ELISA. **g** Gene expression of the IgE receptor gamma chain *Fcer1g* in dorsal skin tissue sections and blood based on RNA seq. **h** Gene expression of *Bdkrb1, Bdkrb2* in dorsal skin, and *Hrh2* in dorsal skin tissue sections and blood based on RNA seq. Data are presented in a log10 scale. Significant differences compared with DNCB group were identified by one-way ANOVA with Tukey’s multiple comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

In addition to traditional medicines, biological agents like dupilumab, which effectively antagonizes IL-4Rα and IL-13Rα, and JAK inhibitors like baricitinib, are currently used in moderate-to-severe AD patients. The JAK-STAT pathway is involved in the occurrence of AD skin inflammation, while inhibition will lead to a reduction in the release of pro-inflammatory cytokines such as IL-1 [61, 62]. Furthermore, a double-blind clinical trial recently validated the effectiveness of IL-17α antagonists secukinumab for treatment of AD patients [63]. In our study, although there was low expression level of IL-4 in both skin and blood and no detectable IL13 in skin, MSC treatment effectively reduced the gene expression levels of IL-4 and IL-13 receptors in both the skin and blood (Fig. 3c) and the IL-17 receptor in blood (Fig. 3d), which would likely exert similar effects as specific inhibitors. Similarly, we found that compared with the DNCB group, MSC treatment resulted in significantly reduced gene expression levels of *Jak1, Jak2* and *Jak3* in skin tissue sections and *Jak1* and *Jak2* in blood (Fig. 3e). 

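Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) had 0.333 ± 0.0950 FPKM in control, 0.376 ± 0.0874 in DNCB, 0.386 ± 0.181 in scMSC and 0.328 ± 0.0416 in scivMSC, and no comparison with DNCB passed 0.05 (adjusted p = 0.964, 0.967 and 0.879). Its log2 fold change of -0.044 against control and -0.064 against scMSC changed sign in several settings, to at most 0.18 against control with limma at a pseudocount of 0.01, which leaves no direction to report. Without control replicate 3 or DNCB replicate 3 it was 0.14 against control, and without DNCB replicate 3 or scMSC replicate 1 it was 0.11 or 0.31 against scMSC. Il13 was not analysed here. Il4ra (ENSMUSG00000030748, chromosome 7, 125552120 to 125579474) rose from 5.50 ± 0.900 FPKM in control to 20.1 ± 5.72 in DNCB and stood at 4.67 ± 1.68 in scMSC and 6.82 ± 3.22 in scivMSC. Il4ra had a log2 fold change of 1.69 ± 0.35 against control, 2.09 ± 0.36 against scMSC and 1.57 ± 0.35 against scivMSC (adjusted p = 0.00581, 0.00461 and 0.0229). Il4ra's adjusted p against scivMSC rose to between 0.0516 and 0.0789 without DNCB replicate 1, 2 or 3 or scivMSC replicate 1 or 3, each left out in turn. Il4ra's adjusted p against scivMSC ran from 0.000258 with DESeq2 to 0.0573 with the 6 libraries compared fitted alone over the 12 other settings. Il13ra1 (ENSMUSG00000017057, chromosome X, 36112110 to 36171259) stood at 18.1 ± 4.64 FPKM in control, 40.6 ± 0.574 in DNCB, 15.9 ± 5.31 in scMSC and 22.0 ± 6.89 in scivMSC, with a log2 fold change of 0.99 ± 0.25 against control, 1.33 ± 0.25 against scMSC and 0.89 ± 0.25 against scivMSC (adjusted p = 0.0147, 0.00705 and 0.0530). Il13ra1's adjusted p against control rose to between 0.0666 and 0.0773 without control replicate 1 or 2, each left out in turn. Il13ra1's adjusted p against scivMSC fell to between 0.0266 and 0.0360 without scMSC replicate 1 or 3 or scivMSC replicate 2, each left out in turn. Il13ra1's adjusted p against scivMSC ran from 0.00872 with DESeq2 to 0.0851 with limma without a variance trend over the 12 other settings. Il17ra (ENSMUSG00000002897, chromosome 6, 120463247 to 120487559), which the paper reports as lowered in blood, was measured here in skin only. It was higher in DNCB than in control by 1.09 ± 0.22 (adjusted p = 0.00541). The differences of 0.58 ± 0.22 from scMSC and 0.54 ± 0.22 from scivMSC had adjusted p-values of 0.124 and 0.174.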

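Jak1 (ENSMUSG00000028530, chromosome 4, 101152367 to 101265282) stood at 19.7 ± 2.87 FPKM in control, 28.4 ± 0.0749 in DNCB, 14.9 ± 4.55 in scMSC and 18.2 ± 5.30 in scivMSC and overlaps Raver2 on the other strand. DNCB was higher than scMSC by 0.92 ± 0.21 (adjusted p = 0.0174), higher than scivMSC by 0.65 ± 0.21 (adjusted p = 0.0920) and higher than control by 0.35 ± 0.21 (adjusted p = 0.259). Jak1's adjusted p against scMSC rose to between 0.0520 and 0.0723 without DNCB replicate 1 or 2 or scMSC replicate 2 or 3, each left out in turn. Jak1's adjusted p against scivMSC ran from 0.0332 with DESeq2 to 0.157 with limma without a variance trend over the 12 other settings. Jak2 (ENSMUSG00000024789, chromosome 19, 29251828 to 29313080) had 11.7 ± 1.40 FPKM in DNCB, 7.55 ± 0.247 in control, 7.13 ± 1.70 in scMSC and 7.07 ± 1.78 in scivMSC. Jak2 had a log2 fold change of 0.45 ± 0.18 against control, 0.70 ± 0.18 against scMSC and 0.73 ± 0.18 against scivMSC, with adjusted p-values of 0.0973, 0.0299 and 0.0350. Jak2's adjusted p against control ran from 0.0407 with the 6 libraries compared fitted alone to 0.201 with no filter on low values over the 12 other settings. Jak2's adjusted p against scMSC rose to between 0.0611 and 0.110 without DNCB replicate 1, 2 or 3 or scMSC replicate 2 or 3, each left out in turn. Jak2's adjusted p against scMSC ran from 0.00593 with DESeq2 to 0.0663 with limma without a variance trend over the 12 other settings. Jak2's adjusted p against scivMSC rose to between 0.0520 and 0.121 without control replicate 1 or 2, DNCB replicate 1, 2 or 3 or scivMSC replicate 1 or 3, each left out in turn. Jak2's adjusted p against scivMSC ran from 0.00399 with DESeq2 to 0.0747 with limma without a variance trend over the 12 other settings. Jak3 (ENSMUSG00000031805, chromosome 8, 71676296 to 71690575), overlapping Insl3 on the same strand, had 5.28 ± 0.498 FPKM in DNCB and 2.89 ± 0.813 in scMSC, a log2 fold change of 0.85 ± 0.21 (adjusted p = 0.0245). Against scivMSC and control its log2 fold change was 0.63 ± 0.21 and 0.38 ± 0.21 (adjusted p = 0.0971 and 0.223). Jak3's adjusted p against scMSC rose to between 0.0690 and 0.0825 without DNCB replicate 2 or 3 or scMSC replicate 2 or 3, each left out in turn. Jak3's adjusted p against scivMSC ran from 0.0341 with DESeq2 to 0.147 with no filter on low values over the 12 other settings. For all 3 genes, every DNCB library lay above every library of each other group. None of these differences exceeded 1 on the log2 scale, so none was called.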

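Syk (ENSMUSG00000021457, chromosome 13, 52583173 to 52648792), a tyrosine kinase gene, stood at 2.74 ± 1.48 FPKM in control, 8.51 ± 0.286 in DNCB, 4.56 ± 0.490 in scMSC and 4.49 ± 1.22 in scivMSC. Syk had a log2 fold change of 1.47 ± 0.29 against control, 0.88 ± 0.29 against scMSC and 0.93 ± 0.29 against scivMSC, and the adjusted p-values were 0.00465, 0.0717 and 0.0757. Syk's adjusted p against scMSC fell to between 0.0135 and 0.0375 without control replicate 2 or 3, each left out in turn. Syk's adjusted p against scMSC ran from 0.00684 with the 6 libraries compared fitted alone to 0.115 with limma without a variance trend over the 12 other settings. Syk's adjusted p against scivMSC fell to between 0.0197 and 0.0442 without control replicate 2 or 3, each left out in turn. Syk's adjusted p against scivMSC ran from 0.0183 with DESeq2 to 0.113 with scaling by library size alone over the 12 other settings. Stat6 (ENSMUSG00000002147, chromosome 10, 127642986 to 127660957) overlaps Nab2 on the other strand and had 23.6 ± 4.66 FPKM in control, 36.3 ± 1.69 in DNCB, 24.2 ± 2.52 in scMSC and 29.2 ± 4.60 in scivMSC. The log2 fold change of Stat6 was 0.45 ± 0.13 against control, 0.56 ± 0.13 against scMSC and 0.31 ± 0.13 against scivMSC (adjusted p = 0.0306, 0.0189 and 0.187). Stat6's adjusted p against control rose to between 0.0536 and 0.171 without control replicate 1 or 2, DNCB replicate 1, 2 or 3 or scMSC replicate 2, each left out in turn. Stat6's adjusted p against control ran from 0.0121 with limma at a pseudocount of 1 to 0.0963 with no filter on low values over the 12 other settings. Stat6's adjusted p against scMSC rose to between 0.0647 and 0.0673 without DNCB replicate 1 or 2 or scMSC replicate 2 or 3, each left out in turn. Stat6's adjusted p against scMSC ran from 0.00142 with DESeq2 to 0.0635 with limma without a variance trend over the 12 other settings.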

Similar results were obtained for *Syk* and *Stat6*. Overall, compared with JAK inhibitors alone, MSCs may offer the advantage to modulate multiple cytokine signaling targets for treatment of AD.

IgE and its cascade are regarded as pivotal players in AD pathophysiology [64], and studies have shown some clinical benefit for use of the monoclonal anti-IgE antibody omalizumab in AD patients [65]. In our study, the level of serum IgE was increased in the DNCB induction groups, which was not alleviated by MSC treatment (Fig. 3f), while in a recent clinical trial MSC treatment was able to reduce serum IgE levels in AD patients [22]. However, in our study MSC treatment suppressed DNCB-induced expression of the IgE receptor *Fcer1g* in both skin sections and blood (Fig. 3g), which might alleviate IgE-based effects in AD.

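Fcer1g (ENSMUSG00000058715, chromosome 1, 171229572 to 171234365) stood at 9.22 ± 6.78 FPKM in control, 41.0 ± 2.91 in DNCB, 6.28 ± 2.56 in scMSC and 7.30 ± 3.92 in scivMSC in dorsal skin. DNCB was higher by 2.00 ± 0.51 against control, 2.69 ± 0.53 against scMSC and 2.50 ± 0.52 against scivMSC, with adjusted p-values of 0.0165, 0.00847 and 0.0188. Fcer1g's adjusted p against control rose to between 0.0672 and 0.0715 without control replicate 1 or 2, each left out in turn. Fcer1g's adjusted p against scivMSC rose to between 0.0534 and 0.0585 without DNCB replicate 1 or 2 or scivMSC replicate 1, each left out in turn.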

Binding of histamine or bradykinin and their receptor can result in pain and pruritus, as well as cause mast cell degranulation and histamine release [66, 67]. As our results showed, the gene expression levels of histamine receptor H2 (*Hrh2*) in dorsal skin sections and blood, and bradykinin receptor 1 and 2 (*Bdkrb1* and *Bdkrb2*) in the dorsal skin were significantly increased by DNCB challenge and subsequently decreased after MSC treatment (Fig. 3h). Therefore, MSC treatment may interrupt the itch-scratch cycle by targeting neuroimmune receptors.

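Hrh2 (ENSMUSG00000034987, chromosome 13, 54192129 to 54236180) was close to the detection limit, at 0.116 ± 0.0866 FPKM in control, 0.346 ± 0.0589 in DNCB, 0.0585 ± 0.0312 in scMSC and 0.117 ± 0.0177 in scivMSC. It differed from DNCB by 2.53 ± 0.56 in scMSC (adjusted p = 0.0149), while the log2 fold change was 1.41 ± 0.54 against control and 1.56 ± 0.54 against scivMSC (adjusted p = 0.0817 and 0.110). Hrh2's adjusted p against control fell to 0.0197 without control replicate 3. Hrh2's adjusted p against control ran from 0.0126 with limma without a variance trend to 0.148 with no filter on low values over the 11 other settings. Hrh2's adjusted p against scMSC rose to 0.0502 without DNCB replicate 1. Hrh2's adjusted p against scivMSC ran from 0.0272 with DESeq2 to 0.185 with limma at a pseudocount of 0.01 over the 11 other settings. Bdkrb1 (ENSMUSG00000041347, chromosome 12, 105603085 to 105605339) had 0.230 ± 0.164 FPKM in control, 2.02 ± 0.845 in DNCB, 0.311 ± 0.107 in scMSC and 0.269 ± 0.283 in scivMSC. Bdkrb1 had a log2 fold change of 2.89 ± 0.86 against control, 2.64 ± 0.85 against scMSC and 2.84 ± 0.86 against scivMSC (adjusted p = 0.0308, 0.0678 and 0.0699). Bdkrb1's adjusted p against control rose to between 0.0694 and 0.0887 without control replicate 2 or 3 or DNCB replicate 1 or 3, each left out in turn. Bdkrb1's adjusted p against scMSC fell to between 0.0327 and 0.0364 without scivMSC replicate 2 or 3, each left out in turn. Bdkrb1's adjusted p against scMSC ran from 0.00492 with limma at a pseudocount of 1 to 0.0863 with no filter on low values over the 11 other settings. Bdkrb1's adjusted p against scivMSC fell to 0.0399 without scivMSC replicate 3. Bdkrb1's adjusted p against scivMSC ran from 0.00513 with DESeq2 to 0.104 with the 6 libraries compared fitted alone over the 11 other settings. Bdkrb2 (ENSMUSG00000021070, chromosome 12, 105563226 to 105595237) had 0.933 ± 0.236 FPKM in control, 5.54 ± 0.207 in DNCB, 2.18 ± 0.647 in scMSC and 2.39 ± 1.72 in scivMSC, with a log2 fold change of 2.39 ± 0.43 against control, 1.32 ± 0.42 against scMSC and 1.22 ± 0.42 against scivMSC (adjusted p = 0.00312, 0.0651 and 0.103). Bdkrb2's adjusted p against scMSC fell to between 0.0114 and 0.0341 without scivMSC replicate 2 or 3, each left out in turn. Bdkrb2's adjusted p against scMSC ran from 0.0139 with DESeq2 to 0.0827 with no filter on low values over the 12 other settings. Bdkrb2's adjusted p against scivMSC fell to 0.00658 without scivMSC replicate 2. Bdkrb2's adjusted p against scivMSC ran from 0.0276 with DESeq2 to 0.169 with the 6 libraries compared fitted alone over the 12 other settings. Every DNCB library lay above every library of each other group for the 3 genes.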

### MSC treatment alleviates DNCB-induced epidermal barrier dysfunction

Most dermatitis is caused by senescence of the cells after either chemical or radiation exposure. For example, p16 and p21 are identified senescence markers [68, 69, 70]. The RNA Seq showed that DNCB application increased p16 level of dorsal skin, while p21 had no significant change (Fig. 4a). 

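p16 is encoded by Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), a gene that also gives rise to p19ARF, so its count covers both. It stood at 0.443 ± 0.303 FPKM in control and 2.52 ± 1.53 in DNCB, a log2 fold change of 2.31 ± 0.68 (adjusted p = 0.0287). Cdkn2a's adjusted p against control rose to between 0.0621 and 0.107 without control replicate 1 or 2 or DNCB replicate 1 or 2, each left out in turn. Cdkn2a's adjusted p against control ran from 0.00268 with DESeq2 to 0.0594 with the 6 libraries compared fitted alone over the 12 other settings. p21 is encoded by Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), which overlaps 1700023B13Rik on the other strand, and had 39.9 ± 7.73 FPKM in control and 61.8 ± 9.20 in DNCB. Its log2 fold change was 0.45 ± 0.21 (adjusted p = 0.146), although every DNCB library lay above every control library. Cdkn1a's adjusted p against control ran from 0.0323 with limma after quantile normalization to 0.258 with no filter on low values over the 12 other settings.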

Besides, MSC treatment seemed to have limited effect on p16 and p21 in dorsal skin. 

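In the MSC groups, Cdkn2a stood at 1.40 ± 0.587 FPKM in scMSC and 1.70 ± 0.748 in scivMSC. DNCB was higher by 0.81 ± 0.64 and 0.58 ± 0.64 on the log2 scale, with adjusted p-values of 0.495 and 0.662. Cdkn1a stood at 85.6 ± 19.2 FPKM in scMSC and 71.5 ± 10.7 in scivMSC, and its log2 fold change in DNCB was -0.51 ± 0.21 and -0.22 ± 0.21 (adjusted p = 0.155 and 0.610). Both pairs of differences kept their side of 0.05 in every setting and without any 1 library.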

Filaggrin is one of the most important epidermal proteins involved in the pathogenesis of AD, with specifically loss-of-function mutations being the most significant risk factor for AD [71]. 

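Flg (ENSMUSG00000102439, chromosome 3, 93273523 to 93293686), which encodes filaggrin and overlaps Rplp0-ps1 on the same strand, stood at 65.1 ± 55.1 FPKM in control, 39.7 ± 5.90 in DNCB, 75.9 ± 18.7 in scMSC and 116 ± 22.5 in scivMSC. Flg had a log2 fold change of -0.87 ± 0.54 against control, -0.96 ± 0.54 against scMSC and -1.54 ± 0.55 against scivMSC, and the adjusted p-values were 0.274, 0.311 and 0.116. Flg's adjusted p against control fell to 0.0161 without control replicate 1. Over the fits that left out 1 library, it rose as high as 0.897, and the log2 fold change ran from -1.38 to -0.115. Flg's adjusted p against scMSC ran from 0.0451 with the 6 libraries compared fitted alone to 0.420 with limma without a variance trend over the 12 other settings. Flg's adjusted p against scivMSC fell to 0.0169 without control replicate 1. Flg's adjusted p against scivMSC ran from 0.0145 with the 6 libraries compared fitted alone to 0.177 with limma without a variance trend over the 12 other settings. Flg2 (ENSMUSG00000049133, chromosome 3, 93197278 to 93221391) stood at 45.5 ± 35.6 FPKM in control, 1.68 ± 0.297 in DNCB, 15.6 ± 11.1 in scMSC and 18.8 ± 5.32 in scivMSC, with a log2 fold change of -4.91 ± 0.75 against control, -3.23 ± 0.69 against scMSC and -3.49 ± 0.70 against scivMSC (adjusted p = 0.00146, 0.0125 and 0.0160). Flg2's adjusted p against scMSC rose to between 0.0510 and 0.0543 without DNCB replicate 1 or 3, each left out in turn. Flg2's adjusted p against scivMSC rose to between 0.0528 and 0.0643 without DNCB replicate 1, 2 or 3 or scivMSC replicate 1, each left out in turn.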

In our study, *Flg* and *Flg2* gene expression was reduced in the DNCB group, while MSC treatment alleviated reduced expression (Fig. 4a). Consistent with DNBC-induced epidermal barrier dysfunction, *Cldn3* and *Cldn23*, involved in epidermal tight junction formation, and *Tgm3* and *Klk14*, involved in the formation of the cornified envelope and corneocyte desquamation, respectively, were all downregulated in the DNCB group, while MSC treatment restored expression patterns. Similarly, MSC treatment restored transcriptional expression of lipid metabolism-related genes such as *Elovl3, Elovl4, Elovl5, Elovl6, Sgms2 and Cers4* (Fig. 4a), which recovered intercellular lipid function and moisture retention ability by increasing ceramides content.

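Cldn3 (ENSMUSG00000070473, chromosome 5, 134986214 to 134987472) stood at 4.32 ± 1.42 FPKM in control, 0.605 ± 0.210 in DNCB, 5.06 ± 1.59 in scMSC and 3.82 ± 1.67 in scivMSC. DNCB was lower in all 3 comparisons, with a log2 fold change of -3.02 ± 0.49 against control, -3.09 ± 0.49 against scMSC and -2.67 ± 0.48 against scivMSC (adjusted p = 0.00181, 0.00337 and 0.0102). Cldn23 (ENSMUSG00000055976, chromosome 8, 35824712 to 35826559) stood at 6.06 ± 1.30 FPKM in control, 0.337 ± 0.0563 in DNCB, 3.49 ± 1.11 in scMSC and 2.73 ± 0.617 in scivMSC, and its log2 fold change was -4.33 ± 0.32 against control, -3.38 ± 0.31 against scMSC and -3.0 ± 0.30 against scivMSC (adjusted p = 0.000288, 0.000718 and 0.00180). Both claudin genes kept these calls in every setting and without any 1 library. Tgm3 (ENSMUSG00000027401, chromosome 2, 130012349 to 130050399) was highest in DNCB, at 53.6 ± 17.2 FPKM, against 12.7 ± 4.41 in control, 32.3 ± 13.2 in scMSC and 23.5 ± 6.26 in scivMSC. Tgm3 had a log2 fold change of 1.91 ± 0.36 against control, 0.69 ± 0.35 against scMSC and 1.19 ± 0.35 against scivMSC, with adjusted p-values of 0.00383, 0.252 and 0.0654. Tgm3's adjusted p against scivMSC fell to 0.0373 without scMSC replicate 2. Tgm3's adjusted p against scivMSC ran from 0.0105 with DESeq2 to 0.0852 with no filter on low values over the 12 other settings. Klk14 (ENSMUSG00000044737, chromosome 7, 43690418 to 43695536), which overlaps 2310002F09Rik on the other strand, was also highest in DNCB, at 6.29 ± 1.35 FPKM, against 1.96 ± 0.460 in control, 0.549 ± 0.243 in scMSC and 1.98 ± 1.42 in scivMSC. Klk14 had a log2 fold change of 1.48 ± 0.54 against control, 3.46 ± 0.59 against scMSC and 1.66 ± 0.54 against scivMSC, with adjusted p-values of 0.0683, 0.00457 and 0.0909. Klk14's adjusted p against control fell to between 0.0312 and 0.0440 without scivMSC replicate 1 or 2, each left out in turn. Klk14's adjusted p against control ran from 0.00911 with limma at a pseudocount of 1 to 0.0979 with no filter on low values over the 12 other settings. Klk14's adjusted p against scivMSC fell to 0.0337 without scivMSC replicate 2. Klk14's adjusted p against scivMSC ran from 0.0164 with DESeq2 to 0.130 with the 6 libraries compared fitted alone over the 12 other settings. The direction of Tgm3 and Klk14 was the same in every setting, and every DNCB library exceeded every library of the other groups, except for Tgm3 against scMSC.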

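Elovl3 (ENSMUSG00000038754, chromosome 19, 46131897 to 46135694), which overlaps Pitx3 on the other strand, stood at 74.4 ± 9.52 FPKM in control, 8.62 ± 5.61 in DNCB, 61.6 ± 4.11 in scMSC and 102 ± 60.7 in scivMSC. Elovl3 had a log2 fold change of -3.29 ± 0.55 against control, -2.86 ± 0.54 against scMSC and -3.60 ± 0.55 against scivMSC (adjusted p = 0.00203, 0.00675 and 0.00581). Elovl6 (ENSMUSG00000041220, chromosome 3, 129532355 to 129634971), which overlaps Gm35986 on the other strand, stood at 63.9 ± 15.2 FPKM in control, 8.15 ± 2.83 in DNCB, 46.5 ± 21.9 in scMSC and 72.1 ± 30.8 in scivMSC, with a log2 fold change of -3.15 ± 0.42 against control, -2.52 ± 0.41 against scMSC and -3.18 ± 0.42 against scivMSC (adjusted p = 0.000951, 0.00387 and 0.00415). Cers4 (ENSMUSG00000008206, chromosome 8, 4493026 to 4525122) stood at 16.7 ± 2.53 FPKM in control, 2.59 ± 0.347 in DNCB, 11.7 ± 4.29 in scMSC and 21.0 ± 13.1 in scivMSC, with a log2 fold change of -2.87 ± 0.43 against control, -2.18 ± 0.42 against scMSC and -3.05 ± 0.43 against scivMSC (adjusted p = 0.00135, 0.00750 and 0.00480). Elovl3, Elovl6 and Cers4 kept these calls in every setting and without any 1 library. Elovl4 (ENSMUSG00000032262, chromosome 9, 83778692 to 83806277) stood at 264 ± 61.8 FPKM in control, 88.4 ± 10.3 in DNCB, 199.9 ± 74.8 in scMSC and 357 ± 134 in scivMSC, with a log2 fold change of -1.76 ± 0.33 against control, -1.19 ± 0.32 against scMSC and -2.04 ± 0.33 against scivMSC (adjusted p = 0.00355, 0.0349 and 0.00705). Elovl4's adjusted p against scMSC rose to between 0.0727 and 0.122 without DNCB replicate 1, 2 or 3 or scMSC replicate 1 or 2, each left out in turn. Elovl4's adjusted p against scMSC ran from 0.00282 with DESeq2 to 0.0626 with limma after quantile normalization over the 12 other settings. Elovl5 (ENSMUSG00000032349, chromosome 9, 77917364 to 77984519) stood at 29.9 ± 2.38 FPKM in control, 16.3 ± 1.61 in DNCB, 26.6 ± 4.89 in scMSC and 37.4 ± 13.1 in scivMSC. Elovl5 had a log2 fold change of -1.06 ± 0.24 against control, -0.72 ± 0.24 against scMSC and -1.22 ± 0.24 against scivMSC, with adjusted p-values of 0.00870, 0.0744 and 0.0144. Elovl5's adjusted p against scMSC fell to between 0.0140 and 0.0290 without scivMSC replicate 2 or 3, each left out in turn. Elovl5's adjusted p against scMSC ran from 0.0228 with the 6 libraries compared fitted alone to 0.10 with limma without a variance trend over the 12 other settings. Elovl5's adjusted p against scivMSC rose to between 0.0585 and 0.0627 without DNCB replicate 1 or 2, each left out in turn. Sgms2 (ENSMUSG00000050931, chromosome 3, 131318985 to 131491411) was highest in DNCB, with 1.67 ± 0.329 FPKM in control, 5.16 ± 1.12 in DNCB, 2.33 ± 0.20 in scMSC and 2.09 ± 0.194 in scivMSC. Sgms2 had a log2 fold change of 1.44 ± 0.21 against control, 1.12 ± 0.21 against scMSC and 1.29 ± 0.21 against scivMSC (adjusted p = 0.00121, 0.00624 and 0.00663), in the same direction in every setting.

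**Figure D1:**
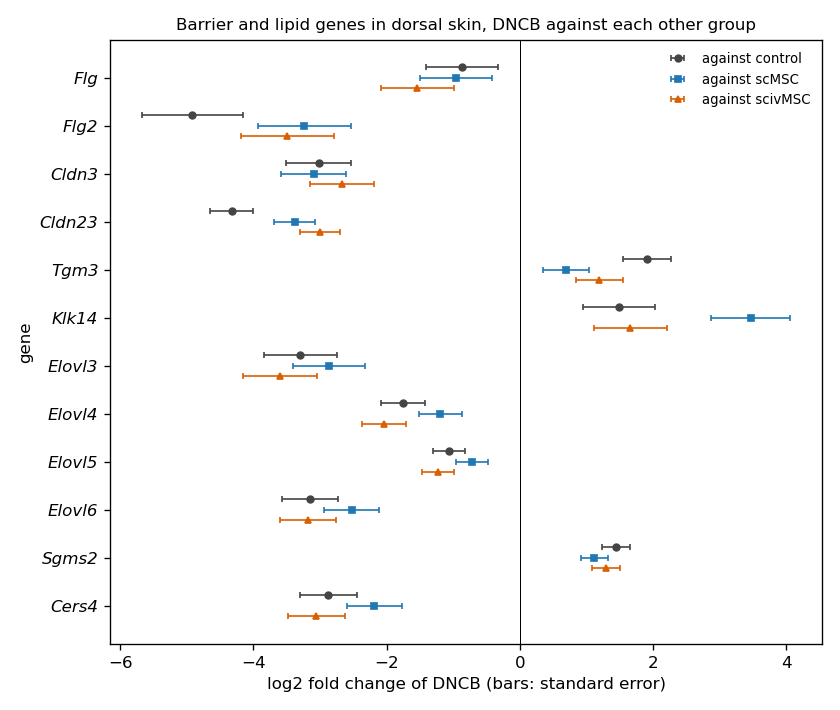
Log2 fold change of 12 barrier and lipid genes in dorsal skin, DNCB against control, scMSC and scivMSC, with 3 libraries per group and bars for the standard error. Tgm3, Klk14 and Sgms2 lie right of 0 in all 3 comparisons, from 0.69 to 3.46, and the other genes lie left of 0.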

**Fig. 4:**
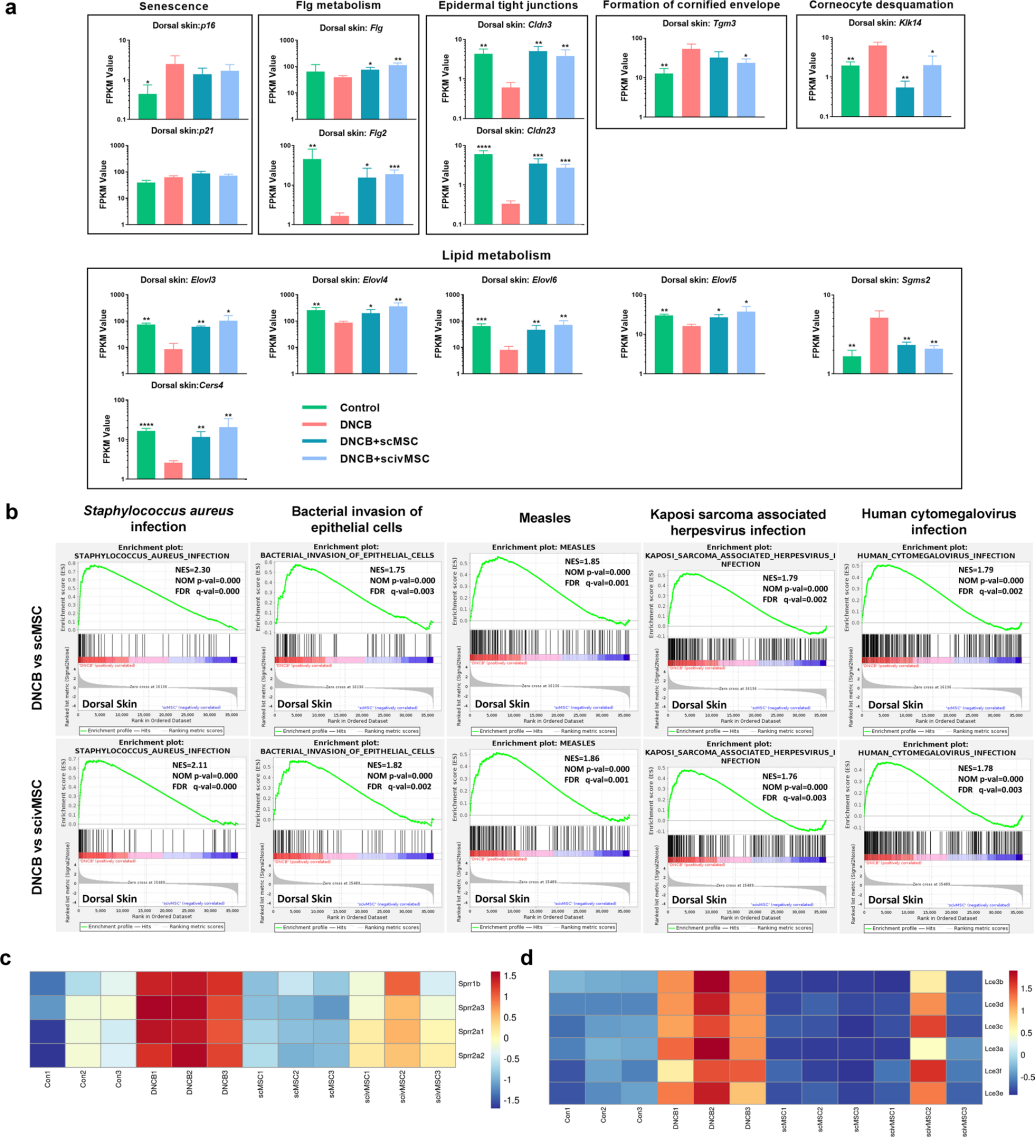
MSC treatment alleviates epidermal barrier dysfunction induced by DNCB application. **a** Gene expression of skin barrier function-related genes in dorsal skin tissue sections based on RNA seq. p16 and p21 are related to senescence; *Flg* and *Flg2* are related to filaggrin metabolism; *Cldn3* and *Cldn23* participate in epidermal tight junctions; *Tgm3* forms cornified envelope; *Klk14* contributes to corneocyte desquamation; *Elovl3*, *Elovl4*, *Elovl5*, *Elovl6*, *Sgms2* and Cers4 are involved in lipid metabolism. Significant differences compared with DNCB group were identified by one-way ANOVA with Tukey’s multiple comparison test. **b** GSEA analysis of dorsal skin tissue section RNA seq data performed for KEGG pathways *Staphylococcus aureus* infection, bacterial invasion of epithelial cells, Measles, Kaposi sarcoma-associated herpesvirus infection and human cytomegalovirus infection. **c** Heatmap of the transcriptome values for *Sprr1b*, *Sprr2a1*, *Sprr2a2* and *Sprr2a3*. **d** Heatmap of the transcriptome values for the *Lce3* family (genes a to f). *P < 0.05; **P < 0.01; ***P < 0.001

Skin infections are a major complication of AD and can be caused by impaired skin integrity. For example, *Staphylococcus aureus* colonizes on the skin of 60–100% of AD patients, compared with 5%–30% of healthy controls [72, 73]. Kaposi's varicelliform eruption [74] and active subclinical cytomegalovirus infection [75] occur with preexisting skin AD, which lead to aggravation or ineffective treatment. 

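The members of 5 KEGG pathways were taken from the annotation in the authors' file. For Staphylococcus aureus infection, 53 of 58 annotated genes were tested, and their median log2 fold change was 0.89 against scMSC and 0.87 against scivMSC. In Bacterial invasion of epithelial cells, 70 of 73 genes were tested, with a median of 0.26 against scMSC and 0.23 against scivMSC. Measles had 121 of 134 genes tested and a median of 0.28 against scMSC and 0.25 against scivMSC. The 175 of 191 tested genes of Kaposi sarcoma-associated herpesvirus infection had a median of 0.16 against scMSC and 0.12 against scivMSC. Human cytomegalovirus infection, with 216 of 230 genes tested, had a median of 0.15 against scMSC and 0.15 against scivMSC. The camera adjusted p ran from 4.57e-07 for Staphylococcus aureus infection against scMSC to 0.00207 for Kaposi sarcoma-associated herpesvirus infection against scivMSC. With fry, Staphylococcus aureus infection against scivMSC had an adjusted p of 0.0640, and the other 9 values ran from 0.0110 to 0.0374. With an estimated correlation the adjusted p ran from 0.166 to 0.231 in the 10 tests. A gene set enrichment analysis with signal-to-noise ranking, permuting genes, gave normalized enrichment scores from 1.82 to 2.41 and adjusted p-values up to 0.000199. Permuting genes treats genes as independent.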

From the GSEA analysis performed for KEGG pathways of dorsal skin sections, pathways like *Staphylococcus aureus* infection, bacterial invasion of epithelial cells, measles, Kaposi sarcoma-associated herpesvirus infection and human cytomegalovirus infection were all specifically enriched in the DNCB group (NOM *P*-value < 0.05, FDR q-value < 0.25; Fig. 4b), further indicating that MSC treatment might counteract or prevent skin infections or reduce infection-induced inflammatory responses. Previous studies found that SPRR1B, SPPR2A and LCE3 were induced by bacterial exposure and might have antibacterial activity [76, 77]. 

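Sprr1b (ENSMUSG00000048455, chromosome 3, 92436809 to 92438789) stood at 20.6 ± 12.8 FPKM in control, 399.8 ± 42.3 in DNCB, 19.0 ± 5.68 in scMSC and 103 ± 117 in scivMSC. Sprr1b had a log2 fold change of 4.11 ± 0.79 against control, 4.36 ± 0.80 against scMSC and 1.99 ± 0.72 against scivMSC (adjusted p = 0.00401, 0.00609 and 0.123). Sprr1b's adjusted p against scivMSC fell to 0.00600 without scivMSC replicate 2. Sprr1b's adjusted p against scivMSC ran from 0.0186 with DESeq2 to 0.184 with the 6 libraries compared fitted alone over the 12 other settings. The genes Sprr2a1 (ENSMUSG00000078664, chromosome 3, 92215799 to 92221911), Sprr2a2 (ENSMUSG00000068893, chromosome 3, 92215920 to 92256724) and Sprr2a3 (ENSMUSG00000074445, chromosome 3, 92285417 to 92291405) are near-identical copies, and Sprr2a1 and Sprr2a2 also overlap each other, so the authors' counting could have divided reads between them. Sprr2a1 rose from 13.3 ± 8.37 FPKM in control to 109.5 ± 24.1 in DNCB and had 9.86 ± 1.14 in scMSC and 33.8 ± 11.4 in scivMSC. The log2 fold change of the 3 copies ran from 2.60 to 2.94 against control and from 3.20 to 4.08 against scMSC, with adjusted p-values from 0.00152 to 0.00238 and from 0.00180 to 0.00239. Against scivMSC it was 1.70 ± 0.46 for Sprr2a1, 1.57 ± 0.43 for Sprr2a2 and 2.23 ± 0.44 for Sprr2a3 (adjusted p = 0.0452, 0.0493 and 0.0149). Sprr2a1's adjusted p against scivMSC rose to between 0.0574 and 0.149 without control replicate 3, DNCB replicate 1, 2 or 3, scMSC replicate 1, 2 or 3 or scivMSC replicate 1 or 3, each left out in turn. Sprr2a1's adjusted p against scivMSC ran from 0.00193 with DESeq2 to 0.0706 with limma without a variance trend over the 12 other settings. Sprr2a2's adjusted p against scivMSC rose to between 0.0595 and 0.152 without control replicate 3, DNCB replicate 1, 2 or 3, scMSC replicate 1, 2 or 3 or scivMSC replicate 1, 2 or 3, each left out in turn. Sprr2a2's adjusted p against scivMSC ran from 0.00299 with DESeq2 to 0.0813 with limma without a variance trend over the 12 other settings. Sprr2a3's adjusted p against scivMSC rose to between 0.0523 and 0.0660 without DNCB replicate 1 or 2 or scivMSC replicate 1 or 3, each left out in turn.

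The Lce3 genes, similar copies on chromosome 3 from Lce3a (ENSMUSG00000054325, chromosome 3, 92925287 to 92926230) to Lce3f (ENSMUSG00000068885, chromosome 3, 92992226 to 92993426), rose from between 2.05 and 6.59 FPKM in control to between 9.79 and 29.1 in DNCB. In scMSC they stood between 0.0557 and 2.58 FPKM, and in scivMSC between 2.40 and 13.0. Lce3a and Lce3b were at the floor in scMSC and at least 37.3-fold and 36.6-fold higher in DNCB. The log2 fold change against scMSC was between 3.46 and 4.89 in the other genes, and the adjusted p between 0.0162 and 0.0263 in all 6. Against control the log2 fold change ran from 1.85 to 2.71 and the adjusted p from 0.0753 to 0.274. Against scivMSC these were 1.00 to 2.05 and 0.335 to 0.587. Without scivMSC replicate 2, the adjusted p against scivMSC fell to 0.0377 for Lce3b, 0.00531 for Lce3c, 0.00603 for Lce3d and 0.0327 for Lce3e. Leaving out that library also moved Lce3c, Lce3d and Lce3e below 0.05 against control, to 0.00619, 0.00526 and 0.0255, and Lce3d also passed it without scivMSC replicate 1, at 0.0300. Lce3c's adjusted p against scMSC rose to between 0.0533 and 0.0846 without DNCB replicate 1, 2 or 3 or scMSC replicate 1, 2 or 3, each left out in turn. Lce3f's adjusted p against scMSC rose to between 0.0511 and 0.0972 without DNCB replicate 1, 2 or 3 or scMSC replicate 2 or 3, each left out in turn. Lce3a's adjusted p against scMSC rose to between 0.0562 and 0.0622 without scMSC replicate 2 or 3, each left out in turn. Lce3b's adjusted p against scMSC rose to between 0.0532 and 0.0800 without DNCB replicate 2 or scMSC replicate 1, 2 or 3, each left out in turn. Lce3d's adjusted p against scMSC rose to between 0.0573 and 0.0692 without scMSC replicate 1 or 3, each left out in turn. Lce3e's adjusted p against scMSC rose to between 0.0549 and 0.0735 without DNCB replicate 1 or 2 or scMSC replicate 1 or 3, each left out in turn. Lce3a's adjusted p against control ran from 0.00385 with the 6 libraries compared fitted alone to 0.406 with limma at a pseudocount of 0.01 over the 12 other settings. Lce3b's adjusted p against control ran from 0.00340 with the 6 libraries compared fitted alone to 0.413 with limma at a pseudocount of 0.01 over the 12 other settings. Lce3c's adjusted p against control ran from 0.00189 with the 6 libraries compared fitted alone to 0.142 with no filter on low values over the 11 other settings. Lce3d's adjusted p against control ran from 0.000677 with the 6 libraries compared fitted alone to 0.0985 with no filter on low values over the 11 other settings. Lce3e's adjusted p against control ran from 0.0120 with the 6 libraries compared fitted alone to 0.126 with no filter on low values over the 12 other settings. Lce3f's adjusted p against control ran from 0.0104 with the 6 libraries compared fitted alone to 0.138 with no filter on low values over the 12 other settings.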

As our RNA Seq showed, *Sprr1b, Sprr2 (a1 to a3)* and *Lce3*(a, b, c, d, e, f) were significantly upregulated in the DNCB group compared with the control and MSC treatment groups (Fig. 4c, d), which indicates that DNCB-induced skin barrier dysfunction might enhance bacterial colonization or infection of the skin, while MSC treatment stimulates repair of the skin barrier.

Further insights into the therapeutic potential of MSC may lead the development of innovative anti-infection treatments.

### Effects of MSC treatment on spleen and lymph node morphology and immune infiltration

The spleen is the filter organ for blood and the largest lymphatic organ in the body, while lymph nodes collect antigenic substances. Our research showed that DNCB induced splenomegaly and enlarged lymph nodes, which indicated abnormality of the immune system (Fig. 5a, b), while the absolute or relative weight of the spleen and lymph nodes was significantly decreased after MSC treatment (Fig. 5a, b). Histopathology of the spleen showed basically a clear and organized structure in the control group, while for the DNCB group the spleen presented white pulp atrophy, hemorrhage and intermixed red and white pulp (Fig. 5c). These morphological changes were significantly reduced after MSC treatment, regardless of the MSC injection route. For the lymph nodes, primary lymphoid follicles can be observed in the control group, while secondary lymphatic follicles and germinal centers were seen in the DNCB group. Furthermore, the DNCB group showed lymphocytic hyperplasia of the lymph nodes and increased germinal centers. These morphological lymph node changes were alleviated after MSC treatment (Fig. 5c).

**Fig. 5:**
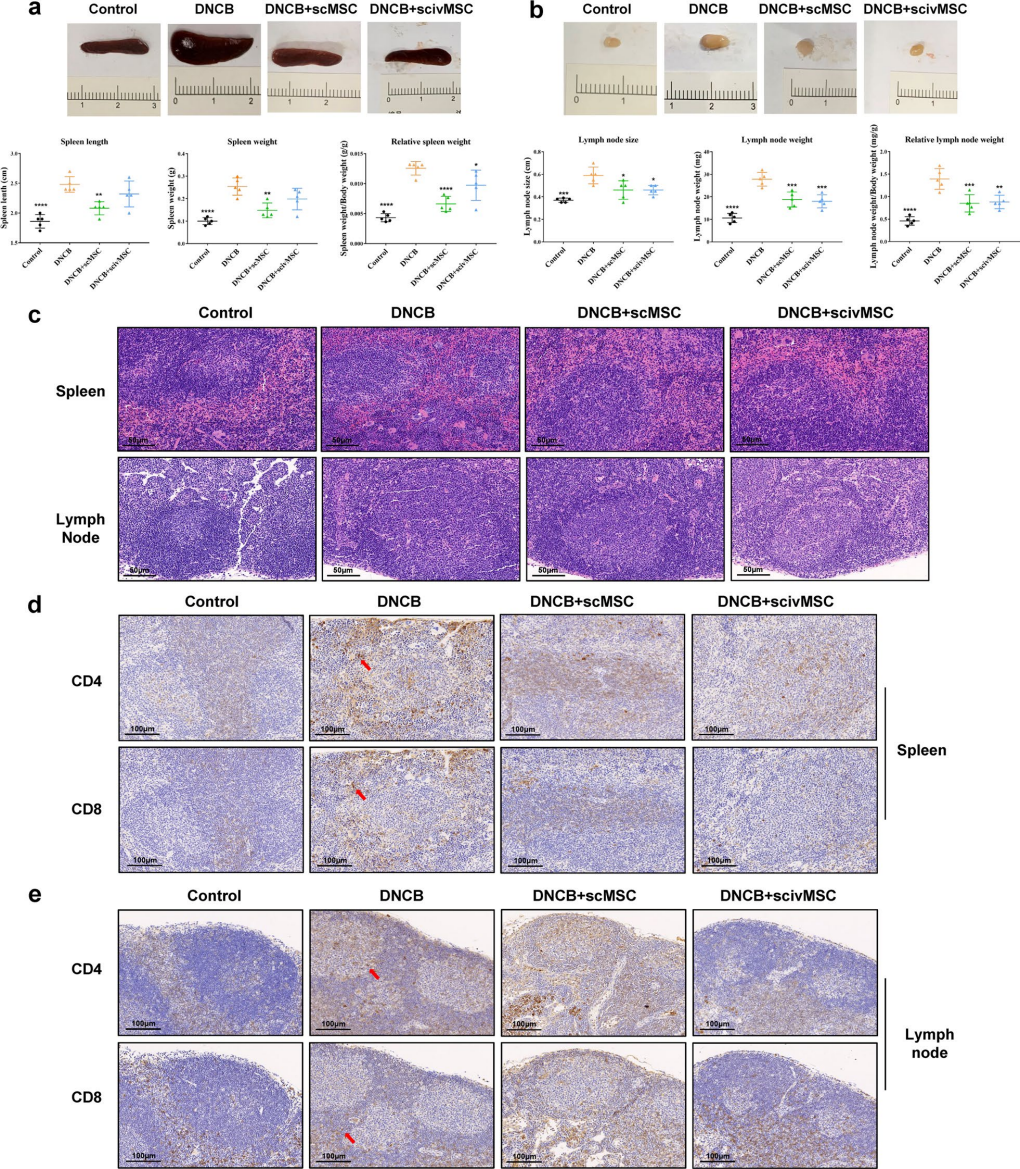
Morphology and pathology changes of spleen and lymph nodes after DNCB application and MSC treatment. **a** Representative images of the spleen for each group and quantification of spleen length, weight and relative weight. **b** Representative images of the axillary lymph node for each group and quantification of lymph node size, weight and relative weight. **c** HE staining of spleen and axillary lymph node sections. **d** CD4 and CD8 staining of spleen tissue sections. **e** CD4 and CD8 staining of lymph node tissue sections. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

T lymphocytes are major players in the adaptive immune system, which proliferate and release inflammatory cytokines and chemokines. Previous studies found that CD4^+^ and CD8^+^ T lymphocyte subsets proliferated after DNCB treatment [78, 79], which is consistent with our findings. In both the spleen and lymph nodes, CD4^+^ and CD8^+^ T lymphocytes were increased in the white pulp or lymphatic follicles for the DNCB group, which was decreased after MSC treatment, indicating that MSC treatment can alleviate immune abnormalities (Fig. 5d, e).

### Common AD signatures in skin and blood

Since distinct clinical and molecular phenotypes may lead to different therapeutic outcomes, a shift to precision therapy may improve the management of AD. Due to the complexity of the disease, the potential of AD biomarkers has not been fully elucidated. A combination of clinical considerations and a reliable approach to the assessment of AD-specific biomarkers will further advance AD research and improve patient management [80]. Thus, specific molecules that correlate with disease severity in atopic dermatitis and show a similar pattern in both blood and the skin may be insightful for clinical diagnosis. A clinical trial (number NCT01782703) is currently recruiting and evaluates the importance of skin and blood biomarkers in pediatric AD. Skin and blood profiling may help formulate pathogenic hypotheses, find biomarkers for therapeutic responses, and monitor the effectiveness of MSC therapy in AD patients. 

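Tables S2 and S3 list 25 and 662 genes, and all 687 are in the authors' skin file. Of these, 653 passed the filter on mean FPKM and were tested. The fitted log2 fold change had the sign of the table in 651 genes against scMSC and 652 against scivMSC. Against scMSC 431 of them were called, against scivMSC 330, and 301 in both comparisons. Because the paper chose these genes on the same libraries and on blood, this is not independent evidence. The count of 301 fell to 123, 125 or 154 without DNCB replicate 1, 2 or 3, and to 110 or 141 without scivMSC replicate 1 or 3. Of the 59 genes that the paper names as measured in dorsal skin, 58 were tested. The adjusted p over all genes tested was under 0.05 in 41 against control, 45 against scMSC and 29 against scivMSC. Adjusted over the list alone, these counts were 48, 52 and 47. That second adjustment is not independent evidence either, since the paper reported these genes from the same samples.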

We sorted out promising genes (Additional file 5: Fig. S4), which are listed with fold change in Additional file 1: Tables S2 and 3. 

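Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) stood at 5.74 ± 2.85 FPKM in control, 186 ± 53.8 in DNCB, 5.30 ± 1.49 in scMSC and 7.91 ± 6.16 in scivMSC in dorsal skin. Cd14 had a log2 fold change of 4.85 ± 0.60 against control, 5.10 ± 0.61 against scMSC and 4.56 ± 0.59 against scivMSC, with adjusted p-values of 0.000724, 0.00180 and 0.00398. Ifitm1 (ENSMUSG00000025491, chromosome 7, 140967221 to 140969825) stood at 4.20 ± 0.526 FPKM in control, 38.7 ± 2.63 in DNCB, 5.25 ± 2.03 in scMSC and 6.05 ± 1.64 in scivMSC, and its log2 fold change was 3.01 ± 0.30 against control, 2.85 ± 0.30 against scMSC and 2.67 ± 0.29 against scivMSC (adjusted p = 0.000431, 0.00126 and 0.00255). Between the MSC groups and control, the log2 fold change of Cd14 was -0.26 in scMSC and 0.28 in scivMSC (adjusted p = 0.782 and 0.780). For Ifitm1 it was 0.16 and 0.34 (adjusted p = 0.745 and 0.486). The direction of Cd14 in scivMSC depends on 1 library, since its log2 fold change against control was -0.097 without control replicate 2 and -0.53 without scivMSC replicate 2. Ifitm1 in scMSC likewise changed sign, to -0.042 without scMSC replicate 1 and -0.032 without scMSC replicate 2. An adjusted p over 0.05 does not show that these levels were equal.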

CD14 [81, 82] and Ifitm1 [83] have previously been acclaimed as integral components of AD, and their high expression was induced in the DNCB group (Fig. 6), but restored to control levels after MSC treatment. 

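Tlr1 (ENSMUSG00000044827, chromosome 5, 64924679 to 64933561) stood at 0.726 ± 0.423 FPKM in control, 5.67 ± 0.54 in DNCB, 0.363 ± 0.114 in scMSC and 0.353 ± 0.212 in scivMSC, with a log2 fold change of 2.79 ± 0.50 against control, 3.94 ± 0.53 against scMSC and 4.00 ± 0.53 against scivMSC (adjusted p = 0.00292, 0.00220 and 0.00415). Tlr2 (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) stood at 2.22 ± 0.754 FPKM in control, 10.2 ± 1.13 in DNCB, 1.28 ± 0.318 in scMSC and 1.61 ± 0.456 in scivMSC, with a log2 fold change of 2.03 ± 0.27 against control, 2.97 ± 0.28 against scMSC and 2.66 ± 0.28 against scivMSC (adjusted p = 0.000917, 0.000773 and 0.00200). Tlr6 (ENSMUSG00000051498, chromosome 5, 64952031 to 64960048) stood at 0.824 ± 0.481 FPKM in control, 3.36 ± 0.107 in DNCB, 0.536 ± 0.167 in scMSC and 0.647 ± 0.396 in scivMSC, and DNCB was higher by 1.87 ± 0.52 against control, 2.63 ± 0.54 against scMSC and 2.39 ± 0.53 against scivMSC (adjusted p = 0.0242, 0.0102 and 0.0233). Tlr6's adjusted p against control rose to between 0.0548 and 0.0919 without control replicate 1 or 2 or DNCB replicate 1, 2 or 3, each left out in turn. Tlr6's adjusted p against scivMSC rose to between 0.0606 and 0.0682 without DNCB replicate 1, 2 or 3 or scivMSC replicate 1, each left out in turn. Tlr13 (ENSMUSG00000033777, chromosome X, 106143204 to 106160493) stood at 0.471 ± 0.456 FPKM in control, 6.88 ± 0.773 in DNCB, 0.744 ± 0.451 in scMSC and 0.781 ± 0.678 in scivMSC. Tlr13 had a log2 fold change of 3.72 ± 0.91 against control, 3.20 ± 0.89 against scMSC and 3.16 ± 0.88 against scivMSC, with adjusted p-values of 0.0128, 0.0383 and 0.0529. Tlr13's adjusted p against control rose to 0.0554 without control replicate 1. Tlr13's adjusted p against scMSC rose to between 0.0538 and 0.129 without control replicate 1, DNCB replicate 1, 2 or 3, scMSC replicate 2 or 3 or scivMSC replicate 1, each left out in turn. Tlr13's adjusted p against scivMSC fell to between 0.0329 and 0.0446 without control replicate 2 or 3 or scivMSC replicate 2, each left out in turn. Tlr13's adjusted p against scivMSC ran from 0.000731 with DESeq2 to 0.0665 with scaling by library size alone over the 12 other settings.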

Abnormal activation of TLRs promotes autoimmune and inflammatory disease development [84], while in our study, *Tlr1, Tlr2, Tlr6, Tlr13* were consistently overexpressed in the skin and blood after DNCB challenge, but rebalanced by MSC treatment (Fig. 6). DNA demethylation of Fcer1g [85] is related to overexpression of Fc receptor γ subunit (FcRγ)-related receptors on antigen-presenting cells. Lcn2 is an astrocytic STAT3-dependent inflammatory factor involved in maintenance of skin homeostasis and chronic itch [86, 87], and serum Lcn2 levels in AD patients are significantly higher compared with healthy subjects [88]. We found MSC treatment alleviates DNCB-induced *Fcer1g and Lcn2* expression (Figs. 3g, 6), which may help to repress allergen sensitization and allergic inflammation. 

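Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32387797) stood at 4.22 ± 1.24 FPKM in control, 26.3 ± 0.510 in DNCB, 2.02 ± 0.577 in scMSC and 2.68 ± 0.468 in scivMSC in dorsal skin. Lcn2 had a log2 fold change of 2.45 ± 0.27 against control, 3.68 ± 0.28 against scMSC and 3.28 ± 0.28 against scivMSC, with adjusted p-values of 0.000514, 0.000241 and 0.000914. Lcn2 kept its call in all 3 comparisons in every setting and without any 1 library.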

Overexpression of Hdc [89] in keratinocytes that produce histamine was observed in AD patients, and Lilra6 overexpression [90] affects immune balance in AD patients. Furthermore, the Trem1 [91] pathway is activated in AD patients, and high Mmp9 [92] serum level is found in AD patients. 

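Hdc (ENSMUSG00000027360, chromosome 2, 126593667 to 126618678), which encodes histidine decarboxylase, stood at 0.907 ± 0.377 FPKM in control, 17.5 ± 4.28 in DNCB, 1.63 ± 1.04 in scMSC and 2.16 ± 1.29 in scivMSC. Hdc had a log2 fold change of 4.08 ± 0.61 against control, 3.40 ± 0.59 against scMSC and 3.03 ± 0.58 against scivMSC (adjusted p = 0.00137, 0.00498 and 0.0134). Hdc's adjusted p against scivMSC rose to 0.0583 without scivMSC replicate 1. Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) stood at 1.16 ± 0.307 FPKM in control, 28.6 ± 10.3 in DNCB, 0.789 ± 0.152 in scMSC and 1.62 ± 1.30 in scivMSC, with a log2 fold change of 4.44 ± 0.56 against control, 5.14 ± 0.58 against scMSC and 4.15 ± 0.55 against scivMSC (adjusted p = 0.000768, 0.00162 and 0.00415). Trem1 (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924) stood at 0.232 ± 0.201 FPKM in control, 11.4 ± 3.72 in DNCB, 0.212 ± 0.184 in scMSC and 0.363 ± 0.285 in scivMSC, and its log2 fold change was 5.44 ± 1.46 against control, 5.71 ± 1.47 against scMSC and 4.96 ± 1.42 against scivMSC (adjusted p = 0.0195, 0.0287 and 0.0573). Trem1's adjusted p against control rose to between 0.0512 and 0.0530 without control replicate 1 or 3, each left out in turn. Trem1's adjusted p against scMSC rose to between 0.0530 and 0.0766 without DNCB replicate 1, 2 or 3 or scMSC replicate 1 or 2, each left out in turn. Trem1's adjusted p against scivMSC fell to between 0.0299 and 0.0339 without control replicate 2 or scMSC replicate 3, each left out in turn. Trem1's adjusted p against scivMSC ran from 6.06e-05 with limma at a pseudocount of 1 to 0.0701 with limma at a pseudocount of 0.01 over the 12 other settings. Lilra6 (ENSMUSG00000030427, chromosome 7, 3908280 to 3915503) belongs to a family of similar receptor genes between which reads could have been divided. It stood at 0.443 ± 0.148 FPKM in control, 2.09 ± 0.133 in DNCB, 0.229 ± 0.244 in scMSC and 0.307 ± 0.286 in scivMSC. Lilra6 had a log2 fold change of 2.06 ± 1.05 against control, 3.18 ± 1.10 against scMSC and 2.78 ± 1.08 against scivMSC, and no comparison passed 0.05 (adjusted p = 0.181, 0.0890 and 0.151). Lilra6's adjusted p against control fell to 0.0285 without scMSC replicate 3. Lilra6's adjusted p against control ran from 0.00129 with limma at a pseudocount of 1 to 0.242 with no filter on low values over the 11 other settings. Lilra6's adjusted p against scMSC fell to 0.0486 without scMSC replicate 3. Lilra6's adjusted p against scMSC ran from 0.000605 with limma at a pseudocount of 1 to 0.150 with the 6 libraries compared fitted alone over the 11 other settings. Lilra6's adjusted p against scivMSC fell to 0.0248 without scMSC replicate 3. Lilra6's adjusted p against scivMSC ran from 0.00190 with limma at a pseudocount of 1 to 0.201 with no filter on low values over the 11 other settings.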

In our results, the mRNA level of these AD-related risk factors was induced in the DNCB group and subsequently downregulated after MSC treatment. Another gene, Adam8, was found to be elevated in airway epithelium or airway inflammatory cells in mouse and human asthma patients [93], and dual CXCR1/CXCR2 [94] antagonist could alleviate airway neutrophilia in mild allergic asthma subjects, indicating their potential roles in allergic diseases regulation.

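In dorsal skin, Adam8 (ENSMUSG00000025473, chromosome 7, 139978932 to 139992562), which overlaps Gm16201 on the other strand and Mir7062 on the same strand, stood at 2.46 ± 1.30 FPKM in control, 28.0 ± 4.21 in DNCB, 2.06 ± 1.12 in scMSC and 4.92 ± 3.17 in scivMSC. Adam8 had a log2 fold change of 3.34 ± 0.52 against control, 3.75 ± 0.53 against scMSC and 2.52 ± 0.51 against scivMSC (adjusted p = 0.00159, 0.00239 and 0.0159). Adam8's adjusted p against scivMSC rose to between 0.0504 and 0.0710 without DNCB replicate 1 or 2 or scivMSC replicate 1 or 3, each left out in turn. Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) stood at 1.94 ± 0.396 FPKM in control, 11.3 ± 1.20 in DNCB, 0.961 ± 0.0412 in scMSC and 2.23 ± 0.479 in scivMSC, with a log2 fold change of 2.36 ± 0.20 against control, 3.53 ± 0.21 against scMSC and 2.34 ± 0.20 against scivMSC (adjusted p = 0.000340, 4.60e-05 and 0.000914).

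**Figure D2:**
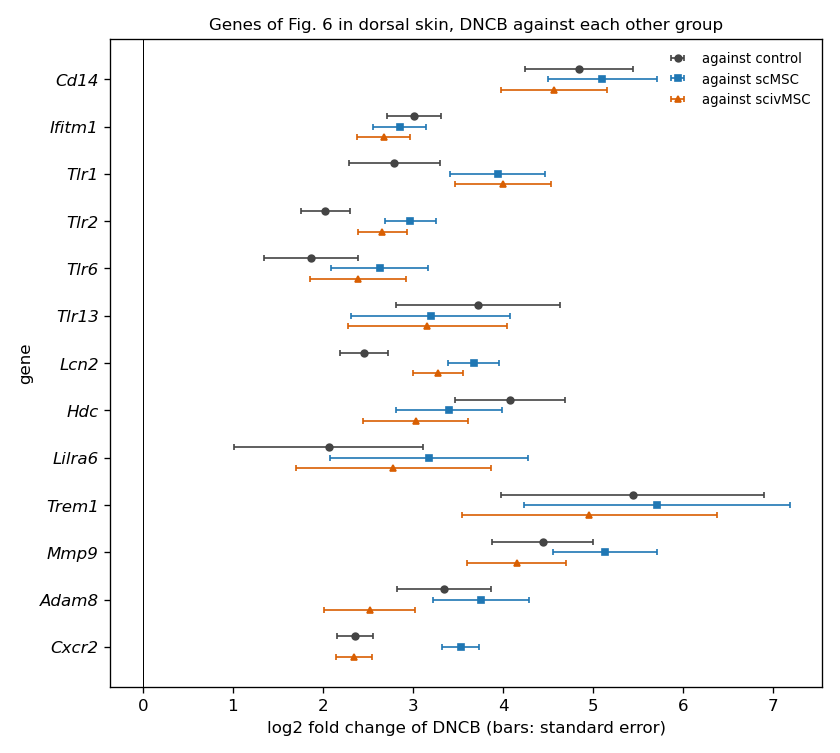
Log2 fold change of 13 genes of Fig. 6 in dorsal skin, DNCB against control, scMSC and scivMSC, with 3 libraries per group and bars for the standard error. All values lie right of 0, from 1.87 for Tlr6 against control to 5.71 for Trem1 against scMSC, and Cxcr1 is left out because it was at the floor outside DNCB.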

**Fig. 6:**
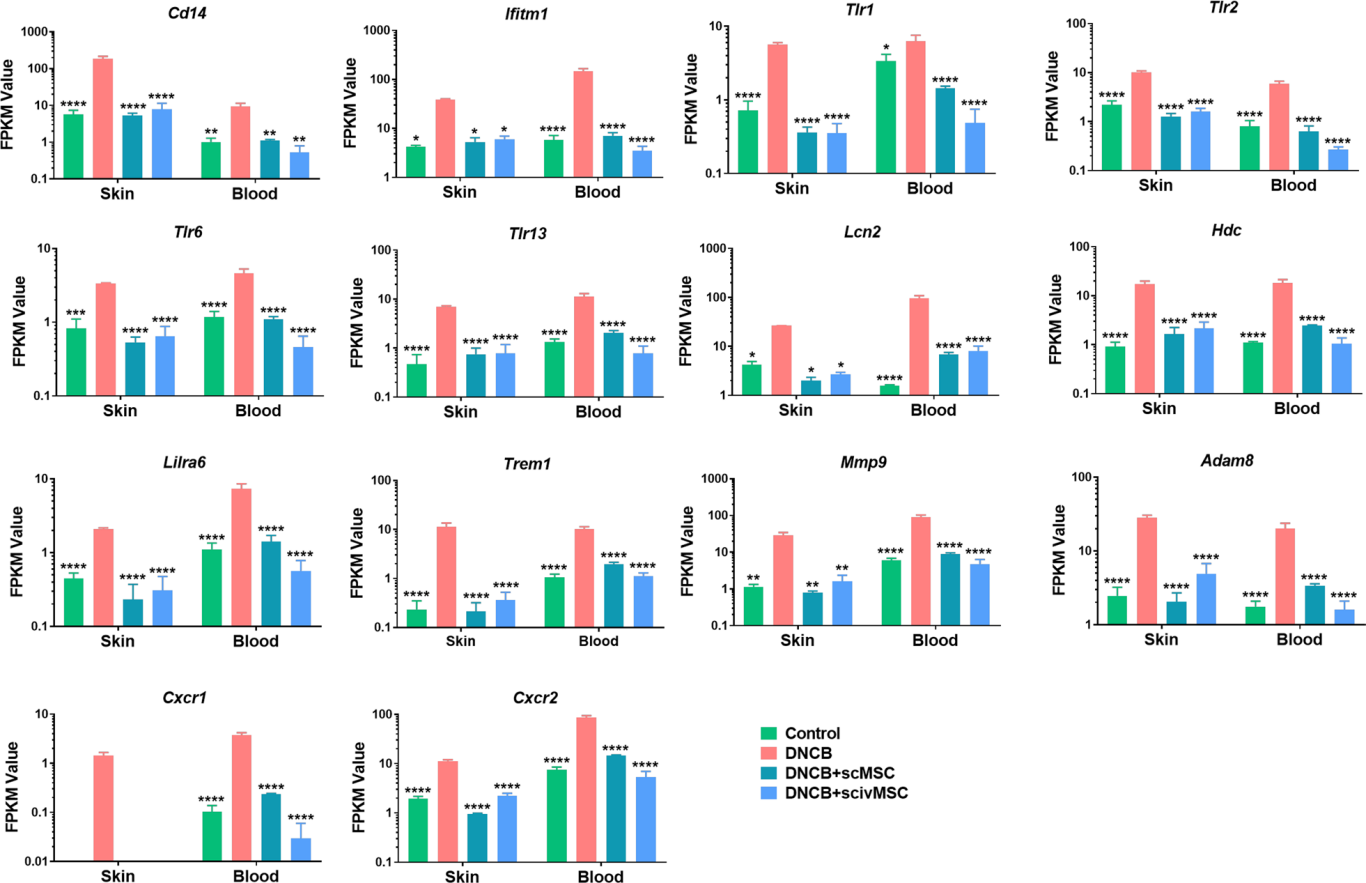
Common AD signatures in dorsal skin tissue sections and blood. Gene expression of *Cd14*, *Ifitm1*, *Tlr1*, *Trl2*, *Trl6*, *Tlr13*, *Lcn2*, *Hdc*, *Lilra6*, *Trem1*, *Mmp9*, *Adam8*, *Cxcr1* and *Cxcr2* in dorsal skin tissue sections and blood based on RNA seq. Apart from DNCB group, the expression level of Cxcr1 in skin was nearly undetectable. Data are presented in a log10 scale. Significant differences compared with DNCB group were identified by two-way ANOVA with Tukey’s multiple comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

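Cxcr1 (ENSMUSG00000048480, chromosome 1, 74191785 to 74194631) stood at 1.45 ± 0.374 FPKM in the 3 DNCB libraries and was listed at 0 in the 9 libraries of the other groups. At these depths a gene with up to 12 estimated counts, or 3 fragments, was taken as not detected. Set against that floor, Cxcr1 was at least 11.5-fold higher in DNCB than in control, at least 14.5-fold higher than in scMSC and at least 14.1-fold higher than in scivMSC. The adjusted p-values were 0.00302, 0.00530 and 0.00978.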

## Conclusions

AD is a chronic recurrent disease for which treatment is not curative, but instead alleviates symptoms by reducing inflammation, relieving itching, and improving the skin barrier. The DNCB-induced AD mouse model is symptom–based, with some differences with real AD pathogenesis. Epidermal barrier disorders, pathologic hyperinflammation, and immune infiltration were observed in DNCB-induced mice, which are common in AD and promote disease progression. These effects were reversed by both subcutaneous or/and intravenous treatment with MSCs, indicating that MSCs can be effective in ameliorating chronic skin inflammation and correcting the observed cellular derangement. We believe improvements of the regenerative capacity and immunomodulatory capacity provided by MSCs can significantly improve life quality of AD patients. Although there were many promising advanced therapies based on MSCs, more clinical studies are needed to assess safety and efficacy in the long-term effects. In future studies, their effects on pregnancy, curative effect prolongation, and personalized injection dose and mode should also be taken into consideration.

## Supplementary Information

**Additional file 1: Table S1**. Adjusted dermatitis score criteria. **Table S2**. Markers of negative correlation with AD severity. These genes are lowly expressed in DNCB group compared with MSC treatment groups. **Table S3**. Markers of positive correlation with AD severity. These genes are highly expressed in DNCB group compared with MSC treatment groups.

**Additional file 2: Fig. S1.** Morphology and pathological changes of right ear and its mast cell infiltration. **a** Macroscopic views of right ear appearance from representative mice in each group from day 0 to day 30. **b** Record of ear thickness during DNCB application and MSC treatment. **c** HE staining of right ear in different groups. **d** Measurements of epidermis thickness of right ear based on slides as presented in panel c. **e** Toluidine blue staining of right ear in different groups. **f** Mast cells infiltration of right ear based on slides as presented in panel. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

**Additional file 3: Fig. S2.** Effects on hair growth by MSC treatment in DNCB mice model. **a** Ki67 staining of dorsal skin sections. Positive staining indicates activated proliferation. **b** GSEA analysis related to hair follicle development of dorsal skin between DNCB and MSC treatment groups. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

**Additional file 4: Fig. S3.** Inflammatory and immune patterns changes based on RNA Seq. **a** GO enrichment analysis of dorsal skin between DNCB vs scMSC and DNCB vs scivMSC. **b** GO enrichment analysis of blood between DNCB vs scMSC and DNCB vs scivMSC. **c** GSEA analysis related to inflammatory, immune and innate immune response of dorsal skin between DNCB vs scMSC and DNCB vs scivMSC. **d** Transcriptome changes of IL1β, IL1RAP, IL1R1, IL1R2, IL1RN, Myd88 and Nlrp3 in dorsal skin and blood. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

**Additional file 5: Fig. S4.** Process of picking common AD signatures. **a** Secondary analysis of differentially expressed genes between DNCB vs scMSC and DNCB vs scivMSC in dorsal skin and blood. **b** Advanced volcano plots show gene correlation with different MSC treatment routes.Collection of genes with same variation tendency in different MSC treatment routes.

## Data Availability

The raw sequence datasets for this study can be found in the Gene Expression Omnibus. The datasets for dorsal skin and blood are GSE209704 and GSE209517, respectively.

## Abbreviations

AD: Atopic dermatitis
MCSs: Mesenchymal stem cells
IFN-γ: Interferon gamma
IL: Interleukin
EASI: Eczema Area and Severity Index
SCORAD: Severity Score for Atopic Dermatitis
DNCB: 1-Chloro-2,4-dinitrobenzene
sc: Subcutaneous
sciv: Subcutaneous and intravenous
GSEA: Gene set enrichment analysis

# Supplementary material for: Human umbilical cord mesenchymal stem cell treatment alleviates symptoms in an atopic dermatitis-like mouse model
**Source:** Stem Cell Res Ther. 2023 May 29;14:147. doi: 10.1186/s13287-023-03365-w
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Adjusted dermatitis score criteria. Table S2. Markers of negative correlation with AD severity. These genes are lowly expressed in DNCB group compared with MSC treatment groups. Table S3. Markers of positive correlation with AD severity. These genes are highly expressed in DNCB group compared with MSC treatment groups.

**Supplementary Figure 1 | Morphology and pathological changes of right ear and its mast cell infiltration.** (a) Macroscopic views of right ear appearance from representative mice in each group from day 0 to day 30. (b) Record of ear thickness during DNCB application and MSC treatment. (c) HE staining of right ear in different groups. (d) Measurements of epidermis thickness of right ear based on slides as presented in panel (c). (e) Toluidine blue staining of right ear in different groups. (f) Mast cells infiltration of right ear based on slides as presented in panel (e). One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

**Supplementary Figure 2 | Effects on hair growth by MSC treatment in DNCB mice model.** (a) Ki67 staining of dorsal skin sections. Positive staining (brown spots) indicates activated proliferation. (b) GSEA analysis related to hair follicle development of dorsal skin between DNCB and MSC treatment groups. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

**Supplementary Figure 3 | Inflammatory and immune patterns changes based on RNA Seq.** (a) GO enrichment analysis of dorsal skin between DNCB vs scMSC and DNCB vs scivMSC. (b) GO enrichment analysis of blood between DNCB vs scMSC and DNCB vs scivMSC. (c) GSEA analysis related to inflammatory, immune and innate immune response of dorsal skin between DNCB vs scMSC and DNCB vs scivMSC. (d) Transcriptome changes of *IL1β,* *IL1RAP, IL1R1, IL1R2, IL1RN, Myd88* and *Nlrp3* in dorsal skin and blood. One-way ANOVA with Tukey’s multiple comparison test was used to test statistical significance. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

**Supplementary Figure 4 |** **Process of picking common AD signatures.** (a) Secondary analysis of differentially expressed genes between DNCB vs scMSC and DNCB vs scivMSC in dorsal skin and blood. (b) Advanced volcano plots show gene correlation with different MSC treatment routes. (c) Collection of genes with same variation tendency in different MSC treatment routes.

**Supplementary Table 1 | Adjusted dermatitis score criteria.**

| Criterion/Score | 0 | 1 | 2 | 3 |
| --- | --- | --- | --- | --- |
| Erythema | None | Mild | Moderate | Severe |
| Edema |  |  |  |  |
| Scales |  |  |  |  |
| Lichenification |  |  |  |  |
| Ear thickness (centimeters) | ＜0.25 | 0.26-0.33 | 0.34-0.5 | ＞0.5 |
| Scratch Frequency (times/10 min) | ＜15 | 16-35 | 36-55 | ＞56 |

**Supplementary Table 2 | Markers of negative correlation with AD severity.** These genes are lowly expressed in DNCB group compared with MSC treatment groups.

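Table S2 gives, for each of its 25 genes, the paper's log2 fold change of DNCB against scMSC and against scivMSC in skin, and the corresponding values in blood, which were not analysed here. For skin, the listed value is the log2 ratio of the mean FPKM of the 3 DNCB libraries to that of the 3 libraries of the MSC group, so a negative value is lower in DNCB. Where a library of either group is listed at 0 FPKM, the table instead holds a fixed value, which carries no size of effect. This rule held for 1372 of the 1374 skin values of Tables S2 and S3, and the exceptions are the values of H2bc15, which are fixed although none of its libraries in the groups compared is at 0. Prg2 is listed as lower in DNCB although it stood at 0.231 FPKM in DNCB and at 0 in the 6 MSC libraries. Those fixed values are the paper's -16.85 and -9.18 against scMSC and -14.82 against scivMSC. The fixed values of -16.85 and -9.18 appear in 2 and 7 genes and -14.82 in 9 genes.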

| Gene | log2(FC) | | | |
| --- | --- | --- | --- | --- |
|  | Blood_sc | Blood_sciv | Skin_sc | Skin_sciv |
| Bcas3os1 | -2.08 | -2.01 | -9.18 | -14.82 |
| Bean1 | -0.84 | -1.35 | -1.42 | -1.05 |
| Bmp2 | -3.89 | -3.81 | -2.57 | -2.04 |
| Disp3 | -1.24 | -1.09 | -9.18 | -14.82 |
| Dlg3 | -1.98 | -1.18 | -0.66 | -0.67 |
| Dusp14 | -1.65 | -2.70 | -2.36 | -1.23 |
| Elovl6 | -1.28 | -2.86 | -2.51 | -3.15 |
| Fam57b | -1.64 | -1.55 | -1.79 | -1.97 |
| Gfi1b | -2.33 | -2.14 | -9.18 | -14.82 |
| Glrp1 | -2.33 | -1.97 | -9.18 | -14.82 |
| Gm13842 | -1.10 | -1.02 | -9.18 | -14.82 |
| Gm28650 | -2.30 | -1.76 | -9.18 | -14.82 |
| Gm37614 | -0.95 | -0.71 | -1.79 | -1.44 |
| Gm38414 | -1.56 | -1.07 | -9.18 | -14.82 |
| H2bc15 | -2.13 | -2.38 | -16.85 | -14.82 |
| Hsd17b14 | -1.30 | -1.36 | -4.24 | -2.91 |
| Lef1os1 | -1.74 | -0.65 | -3.44 | -2.06 |
| Pard3b | -1.58 | -1.57 | -1.17 | -0.89 |
| Pdk2 | -1.05 | -1.14 | -0.72 | -0.89 |
| Prg2 | -2.28 | -2.69 | -16.85 | -14.82 |
| Rasl10a | -1.15 | -0.81 | -1.62 | -1.87 |
| Spock2 | -2.23 | -0.85 | -0.73 | -1.33 |
| Tjp2 | -1.11 | -1.17 | -1.34 | -0.62 |
| Usp54 | -0.94 | -0.61 | -1.11 | -1.03 |
| Wnk4 | -0.94 | -1.03 | -1.29 | -1.16 |

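Table S3 holds 662 genes with the same columns as Table S2, with positive values for genes higher in DNCB. Over both tables, 599 of 687 skin values against scMSC and 611 against scivMSC equal the log2 ratio of mean FPKM to within 0.0050. The other 164 values are fixed, among them the paper's 9.47 for 79 genes against scMSC and 16.31 for 67 genes against scivMSC. In all 79 and all 67 of these, a library of the MSC group was listed at 0 FPKM. The ratio takes no account of the spread between libraries, and no test accompanies it in the tables.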

**Supplementary Table 3 | Markers of positive correlation with AD severity.** These genes are highly expressed in DNCB group compared with MSC treatment groups.

How the deposited data were processed for this re-analysis (not part of the article)

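RNA from dorsal skin of 3 mice per group was analysed in 12 libraries, from control, DNCB, scMSC and scivMSC mice. The paper studied blood as well, and blood was not analysed here. The deposited table gives FPKM, scaled by the authors for gene length and library size, and whole-number estimated counts that are not normalized between libraries. The paper's text does not name the aligner, the counting tool or the annotation. Of the 36400 gene identifiers, 36287 are in GENCODE M21, the reference used for GRCm38 positions, and 36285 overlap their position there. The total of estimated counts ran from 63877153 to 75134001 per library. About 4 estimated counts were taken as 1 fragment, and a gene with at most 3 fragments in each library of a group was taken to be at the floor. Floors and standard errors do not cover losses before sequencing. Il13 was not analysed here.

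Genes with a mean of at least 0.1 FPKM over the 12 libraries were tested, 21890 in all. The test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and 1 model of the 4 groups. TMM factors ran from 0.887 to 1.06, and the common biological coefficient of variation was 0.420. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors of fold changes were derived from the F statistic. The plan written before the data were examined had named limma on log2(FPKM + 0.1) for a file of FPKM and the test of the unit needed if counts were present. Because the file holds counts, edgeR was used and limma became an alternative. The comparisons, thresholds, named genes, 15 cell-type lists and most alternatives were also set before the data were examined.

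The 9 gene sets named in the paper were taken from the GO and KEGG annotation in the file and tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 2 comparisons. The cell-type lists were tested in the same way, adjusted over all 6 pairwise comparisons. They cover neutrophils, macrophages and monocytes, T cells, mast cells, Langerhans cells, hair shaft and inner root sheath, sebaceous gland, skeletal muscle, adipocytes, basal and suprabasal keratinocytes, stress keratinocytes, fibroblasts and matrix, red blood cells, mitosis and the staining targets of the paper. The staining target list holds Cd1d1 in place of CD1a. Lists of melanocyte genes, of follicle genes that are not keratins and a second list of neutrophil genes were added later for single tests. Over-representation of GO terms used the tested genes with an annotation as background.

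Named genes were chosen by rule. They are the genes that the paper names as measured in dorsal skin and, for DNCB against control and for genes higher in DNCB than in each other group, the 5 with the largest fold change per direction, the second only upward. These had to be called, with every DNCB library on the same side and a mean of at least 1 FPKM. Members of reported lists were added. Ccdc50 falls outside the rule and was chosen after its values were seen. Identical or near-identical genes, such as Sprr2a1 to Sprr2a3, the Lce3 family, Mrgpra2a and Mrgpra2b, keratins and the Lilra6 family, can share reads, so the values of single members are uncertain. Counts of Cdkn2a cover its p16 and p19ARF transcripts.

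The alternatives left out each library in turn, changed the filter, the scaling, the pseudocount, the variance model, the threshold, the libraries fitted together and the set test, or added the replicate number as a block. DESeq2 1.42.0, limma on log2(FPKM + 0.1), counts divided by 4, library size alone, an enrichment analysis with signal-to-noise ranking in fgsea 1.28.0, and fry and an estimated correlation for the cell-type lists were chosen after seeing the data. For single genes and lists, the threshold across alternatives is the adjusted p alone. Groups were also compared across other splits of the same libraries. Of 29 tests of explanations, 7 had their prediction written after the result was seen. Tables used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.

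The steps were tested on simulated data with known changes. Of 200 changed genes 71.5% were called, together with 6 unchanged genes, and with no gene changed 0 were called. The changed genes were moved by 2 on the log2 scale and drawn from genes above a minimum mean count, so the 71.5% holds for such changes. A raised set had a camera p of 1.76e-205 and a random set 0.904. Replicates of a group correlated at 0.952 to 0.974, and the first 2 principal components held 31.0% and 24.9% of the variance. Some libraries of different groups correlated as highly, such as scMSC and scivMSC replicate 1 at 0.973. For scivMSC replicate 2 the values were 0.952 to 0.958 with DNCB, 0.952 with scivMSC replicate 3 and 0.968 with scivMSC replicate 1. On component 2, scivMSC replicate 2 lay at -29.7 and scivMSC replicate 3 at 50.8. DNCB ran from -93.7 to -91.2 there, and control from 53.1 to 76.3.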

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

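The tests of epidermis against muscle, of muscle and mitochondrial genes, and of Ccdc50 were chosen only after the result was seen, and the splits and the other set tests of the cell-type lists were set up after the list results had been seen. Groups of 3 libraries were not tested for single libraries far from the others.

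The first pattern lies in the comparison of each MSC group with control. It was flagged because the paper's text compares its hair follicle gene set between the MSC groups and DNCB and not with control. Hair shaft and inner root sheath genes were higher than in control by a median log2 fold change of 8.47 in scMSC and 6.64 in scivMSC, in 15 of 15 genes each. Leaving out 1 library in turn gave medians from 7.77 to 10.6 in scMSC and from 6.08 to 8.96 in scivMSC. A difference in scaling is argued against, since the lowest median over 4 scalings and both groups was 6.61. Reads shared between keratin paralogs are argued against by follicle genes that are not keratins, whose lower median was 3.71, or 3.64 in scMSC and 2.39 in scivMSC without Tchh. More epidermis in the MSC libraries is argued against too, because no basal or suprabasal keratinocyte gene rose by more than 0.94, while no hair gene rose by less than 3.69. Skeletal muscle genes did fall against control, with medians of -1.62 in scMSC and -1.50 in scivMSC. The test used keratinocyte genes only, so less muscle was not tested apart from the epidermis. In control skin 7 of the 15 genes of the hair shaft and inner root sheath list averaged at least 1 FPKM, 1 also stood in another list and 0 were named by the paper. Its most abundant gene, Krt71, averaged 40.0 FPKM in control, 199 in DNCB, 3594 in scMSC and 1298 in scivMSC. What stays open is the stage of the hair cycle. Melanocyte genes, which growing follicles may also carry, rose by a median of 2.91 in scivMSC and 3.60 in scMSC, and by 1.86 in DNCB. In control skin 4 of the 8 genes of the melanocyte list averaged at least 1 FPKM, 0 also stood in another list and 0 were named by the paper. Its most abundant gene, Pmel, averaged 7.63 FPKM in control, 34.1 in DNCB, 76.1 in scMSC and 47.8 in scivMSC. Where on the back each sample was taken was not tested, and neither was an effect of the cells on the cycle. With fry the hair shaft and inner root sheath list had an adjusted p of 0.00217 in scMSC and 0.00333 in scivMSC, and with the correlation estimated per list of 0.272 and 0.272. For the number of lists past the threshold, 3 of the 10 splits in scMSC and 9 of the 10 splits in scivMSC gave as many as the real grouping, so the number of lists past the threshold does not set the real grouping apart.

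The second pattern is the number of genes that differ between an MSC group and control. The paper's text compares single genes between these groups and gives no such number. In scMSC 2040 genes were called, 1120 higher and 920 lower than in control. In scivMSC 1500 were called, 766 higher and 734 lower. The count in scivMSC fell to 845 without control replicate 1, 964 without scivMSC replicate 1 and 843 without scivMSC replicate 2. Of the 1195 genes called the same way in both MSC groups, 388 were called the opposite way or not at all in DNCB against control. Both MSC groups are compared with the same control libraries, and what sharing them adds to the overlap of calls was not tested. Muscle and mitochondrial genes taking more of the counts in control are argued against as the whole cause, since 1094 genes were called in both groups without them. Only 1 of the 10 splits in scMSC and 1 of the 10 splits in scivMSC gave as many genes, the real one included, which is the smallest share that 10 splits can give. With the 6 libraries of a comparison fitted alone, the real grouping gave 1506 and 795 genes, and the highest count in another split was 1. The share is never under 0.1, so an accident of which library fell in which group cannot be told apart by the share of splits.

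The third pattern is a difference between the routes, tested directly as scMSC against scivMSC. The neutrophil list differed by a median log2 fold change of -1.03 with 0 of 10 genes higher (adjusted p = 0.000522), and -1.27 without scivMSC replicate 3 to -0.098 without scivMSC replicate 2. For neutrophil genes the adjusted p rose to 0.0796 without scivMSC replicate 2, within a range of 9.52e-06 to 0.0796 over the settings with the same set test. The hair shaft and inner root sheath list differed by a median log2 fold change of 1.83 with 15 of 15 genes higher (adjusted p = 3.58e-07), and 1.10 without scMSC replicate 2 to 2.17 without scivMSC replicate 1. The sebaceous gland list differed by a median log2 fold change of -0.70 with 1 of 10 genes higher (adjusted p = 0.000308), and -1.14 without scMSC replicate 1 to -0.28 without scivMSC replicate 3. For sebaceous gland genes the adjusted p rose to 0.143 without scivMSC replicate 3, within a range of 6.34e-08 to 0.143 over the settings with the same set test. The basal and suprabasal keratinocyte list differed by a median log2 fold change of -0.41 with 1 of 10 genes higher (adjusted p = 0.000550), and -0.61 without scMSC replicate 1 to -0.26 without scMSC replicate 3. The stress keratinocyte list differed by a median log2 fold change of -1.20 with 1 of 10 genes higher (adjusted p = 3.71e-05). With genes at the floor set to their bound, the stress keratinocyte median was -1.13. In 9 of the 10 splits as many lists passed, and the real grouping cannot be told apart from the others by this count. Over the 11 other settings, which kept the preset correlation between genes and changed the test of single genes, the scaling, the filter, the pseudocount, the variance model or the libraries fitted together, and of which 3 were chosen after seeing the data, none of these lists crossed 0.05. The hair shaft median ran from 1.69 to 1.83. The neutrophil median ran from -1.18 to -0.40, and the adjusted p of that list from 5.90e-05 to 0.00834. With fry the adjusted p of these lists ran from 0.0776 to 0.276, and with the correlation estimated per list from 0.211 to 0.456, so the calls of all 5 lists rest on the preset correlation. The route of injection stays open as an explanation and was not tested apart from the groups.

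Between the routes, the edgeR fit to all libraries called 1 gene. With other tests, filters and scalings at the same threshold the count ran from 1 to 115, the highest with DESeq2. It ran from 1 to 5 when 1 library was left out. Ccdc50, the only gene called by the edgeR fit, was chosen after its values were seen. It stood at 1.35 ± 0.253 FPKM in scMSC, 9.03 ± 2.15 in scivMSC, 9.07 ± 1.73 in control and 9.17 ± 0.302 in DNCB. Its log2 fold change in scMSC against scivMSC was -2.72 ± 0.19 (edgeR adjusted p = 0.000511), and it ran from -2.90 to -2.62 when 1 library was left out in turn. Reads given to an overlapping gene are argued against, since 0 other annotated genes overlap Ccdc50. Scaling is argued against as well, since the value closest to 0 over 4 scalings was -2.62. At an unadjusted p under 0.05, 1642 genes differed between the routes. With these 6 libraries fitted alone, the real grouping gave 3 genes and the highest count in another split was 1, so 1 of the 10 splits gave as many under that fit, the real one included. The splits were run only under that fit, so the count of 1 from the fit to all libraries has no split beside it. Because 1 in 10 is the smallest share that 10 splits can give, the real grouping cannot be told apart by the share of splits. A sequence variant of Ccdc50 in these mice and an effect of the route were not tested and stay open.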

How the results depend on the processing

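All alternatives below were compared with the settings described in the processing summary, one change at a time. The splits of the libraries are given in the other parts, and every test quoted in this part was chosen before its result was seen, apart from DESeq2, limma on log2(FPKM + 0.1), counts divided by 4, library size alone, the signal-to-noise enrichment and the other set tests of the cell-type lists, which were chosen after seeing the data. Of these, limma on log2(FPKM + 0.1) had been named in the plan for a file of FPKM.

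There were 34 settings, of which 12 left out 1 library and 22 changed another choice. Of 202 fold changes of named genes, 111 kept their direction and their side of 0.05 under every setting. Over the other settings 2794 values were computed, of which 2614 did not change, 42 lost and 126 gained an adjusted p under 0.05, 9 changed sign and 3 untested ratios moved by more than 1 SD. Leaving out 1 library gave 2424 values, of which 2209 did not change, 167 were lost, 39 gained and 9 changed sign. For the 90 medians of cell-type lists, 9 never changed. The other settings gave 73 lost, 29 gained and 26 reversed among 1254, and leaving out 1 library gave 13, 46 and 44 among 1080. The 6 GO terms kept their side of the threshold in all 78 and 72 values. The gene sets kept theirs in 251 of 270, and in 216 of 216 when 1 library was left out.

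With the inter-gene correlation estimated per set, none of the 9 gene sets passed an adjusted p of 0.05, while their medians do not depend on this choice. Against scMSC and scivMSC these were Bacterial invasion of epithelial cells 0.26 and 0.23 (adjusted p = 0.166 and 0.166), Human cytomegalovirus infection 0.15 and 0.15 (adjusted p = 0.166 and 0.166), Kaposi sarcoma-associated herpesvirus infection 0.16 and 0.12 (adjusted p = 0.166 and 0.201). For the next sets they were Measles 0.28 and 0.25 (adjusted p = 0.166 and 0.166), Staphylococcus aureus infection 0.89 and 0.87 (adjusted p = 0.208 and 0.231), hair follicle development -0.53 and -0.36 (adjusted p = 0.0777 and 0.0777). For the last sets they were immune response 0.60 and 0.53 (adjusted p = 0.166 and 0.171), inflammatory response 0.67 and 0.52 (adjusted p = 0.166 and 0.166), innate immune response 0.42 and 0.39 (adjusted p = 0.166 and 0.166). With fry, only Staphylococcus aureus infection against scivMSC no longer passed (median 0.87, adjusted p = 0.0640). Over the set tests and settings other than the estimated correlation, the adjusted p of the 18 set values ran from 1.95e-36 to 0.0640. Both tests use the correlation between genes seen in these libraries in place of the preset value of 0.01. The question asked by fry also differs, since it is whether the genes of a set changed at all. With camera it is whether they changed more than other genes, so passing fry alone does not show enrichment over other genes.

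The following counts of genes moved by more than 1.5 times. With DESeq2, the counts of genes were 530 (higher in DNCB than each of the other 3 groups), 1883 (DNCB against scivMSC), 2231 (DNCB against the 9 other libraries), 115 (scMSC against scivMSC) and 472 (Tables S2 and S3). With an adjusted p alone, the counts of genes were 539 (higher in DNCB than each of the other 3 groups), 5541 (DNCB against control), 2139 (DNCB against the 9 other libraries), 4049 (scMSC against control) and 2899 (scivMSC against control). With limma on log2(FPKM + 0.1), the counts of genes were 518 (higher in DNCB than each of the other 3 groups) and 2 (scMSC against scivMSC). With limma after quantile normalization, the counts of genes were 523 (higher in DNCB than each of the other 3 groups) and 2 (scMSC against scivMSC). With an unadjusted p under 0.05 and a fold over 2, the counts of genes were 614 (higher in DNCB than each of the other 3 groups), 2921 (DNCB against scMSC), 2399 (DNCB against scivMSC), 2646 (DNCB against the 9 other libraries) and 3086 (scMSC against control). Under that same threshold they were 730 (scMSC against scivMSC), 2499 (scivMSC against control), 516 (Tables S2 and S3) and 1794 (shared by DNCB against scMSC and against scivMSC). With an unadjusted p under 0.5 and a fold over 2, the counts of genes were 968 (higher in DNCB than each of the other 3 groups), 6363 (DNCB against control), 4870 (DNCB against scMSC), 4438 (DNCB against scivMSC) and 4646 (DNCB against the 9 other libraries). Under that same threshold they were 5282 (scMSC against control), 2616 (scMSC against scivMSC), 4699 (scivMSC against control), 547 (Tables S2 and S3) and 3030 (shared by DNCB against scMSC and against scivMSC). With limma at a pseudocount of 1, the counts of genes were 1300 (scMSC against control). With limma without a variance trend, the counts of genes were 8 (scMSC against scivMSC). With the 6 libraries compared fitted alone, the counts of genes were 3 (scMSC against scivMSC) and 795 (scivMSC against control). A lower threshold calls more genes by construction, and for the other settings the cause was not tested.

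For the cell-type lists, 43 of 90 values passed an adjusted p of 0.05 with the preset correlation. With fry 28 passed, of which 26 were among the 43. With the correlation estimated per list 2 passed, the neutrophil list in DNCB against scMSC and in DNCB against scivMSC. The medians do not depend on this choice, and the ranges of adjusted p given for single lists do not include these set tests.

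These medians or fold changes changed sign or came to 0 under another setting, and none of them passed an adjusted p of 0.05 in either. From -0.044, Il4 in DNCB against control changed to 0.14 with limma without a variance trend, 0.13 with scaling by library size alone, 0.14 with limma on log2(FPKM + 0.1), 0.17 with the log2 ratio of mean FPKM, 0.18 with limma at a pseudocount of 0.01 and 0.046 with limma at a pseudocount of 1. From -0.064, Il4 in DNCB against scMSC changed to 0.013 with limma without a variance trend, 0.013 with limma on log2(FPKM + 0.1) and 0.028 with limma at a pseudocount of 0.01. From -0.25, the basal and suprabasal keratinocyte list in scMSC against control changed to 0.12 with limma after quantile normalization. From -0.14, the macrophage and monocyte list in scMSC against scivMSC changed to 0.26 with limma without a variance trend, 0.26 with limma on log2(FPKM + 0.1), 0.26 with limma at a pseudocount of 0.01, 0.079 with limma at a pseudocount of 1 and 0.24 with limma after quantile normalization. From -0.050, the mast cell list in scMSC against scivMSC changed to 0.21 with limma without a variance trend, 0.21 with limma on log2(FPKM + 0.1), 0.20 with limma at a pseudocount of 0.01, 0.13 with limma at a pseudocount of 1 and 0.24 with limma after quantile normalization. From 0.0097, the neutrophil list in scivMSC against control changed to 0 with median-of-ratios scaling, 0 with no filter on low values and 0 with limma after quantile normalization. From -0.23, the staining target list in scMSC against control changed to 0.38 with limma without a variance trend, 0.38 with limma on log2(FPKM + 0.1), 0.64 with a filter at a mean of 1 FPKM, 0.014 with no filter on low values, 0.70 with limma at a pseudocount of 0.01, 0.031 with limma at a pseudocount of 1 and 0.24 with limma after quantile normalization. From 0.041, the staining target list in scMSC against scivMSC changed to -0.0011 with a filter at a mean of 1 FPKM. Their direction is not interpreted for that reason, and the cause was not tested.

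The replicate numbers do not pair the samples, since the 18 pairs with the same number had correlations of -0.21 to 0.15. With the replicate number as a block, 2866 genes were called in DNCB against control, 1566 in DNCB against scMSC, 845 in DNCB against scivMSC, 1835 in scMSC against control and 1344 in scivMSC against control. Of the named genes, Bdkrb1 (0.0653), Cdkn2a (0.0573) and Stat6 (0.0581) against control, Cxcr1 (0.0513), Elovl4 (0.0680), Tlr13 (0.0751) and Trem1 (0.0611) against scMSC and Cxcr1 (0.0686), Il1b (0.0674), Jak2 (0.0588), Mmp8 (0.0533), Nlrp3 (0.0634), Sprr2a1 (0.0555), Sprr2a2 (0.0654) and Tlr6 (0.0553) against scivMSC no longer passed an adjusted p of 0.05. Tgm3 (0.0457) against scivMSC passed it with the block and not without it, as did the T cell list (0.0459) and the sebaceous gland list (0.0306) in scMSC against control. These adjusted p-values are not part of the ranges given for single genes and lists over the other settings. The sign changed to 0.013 for the mast cell list in scMSC against scivMSC, -0.014 for the staining target list in DNCB against scMSC, 0.043 for the staining target list in scMSC against control and -0.16 for the staining target list in scMSC against scivMSC. The cause was not tested.

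Leaving out 1 of the 12 libraries in turn moved these counts of genes. For genes higher in DNCB than each of the other 3 groups, the range was 138 to 427, with 147 without DNCB replicate 1, 159 without DNCB replicate 2, 202 without DNCB replicate 3, 138 without scivMSC replicate 1 and 170 without scivMSC replicate 3. For DNCB against scMSC, the range was 1222 to 2008, with 1231 without DNCB replicate 2 and 1222 without scMSC replicate 2. For DNCB against scivMSC, the range was 476 to 1442, with 542 without DNCB replicate 1, 496 without DNCB replicate 2, 654 without DNCB replicate 3, 476 without scivMSC replicate 1 and 619 without scivMSC replicate 3. For DNCB against the 9 other libraries, the range was 808 to 1540, with 841 without DNCB replicate 1, 808 without DNCB replicate 2 and 846 without DNCB replicate 3. For scMSC against scivMSC, the range was 1 to 5, with 2 without DNCB replicate 1, 2 without control replicate 1, 2 without scMSC replicate 2, 5 without scMSC replicate 3 and 2 without scivMSC replicate 2. For scivMSC against control, the range was 843 to 1798, with 845 without control replicate 1, 964 without scivMSC replicate 1 and 843 without scivMSC replicate 2. For Tables S2 and S3, the range was 110 to 310, with 123 without DNCB replicate 1, 125 without DNCB replicate 2, 154 without DNCB replicate 3, 110 without scivMSC replicate 1 and 141 without scivMSC replicate 3. For genes shared by DNCB against scMSC and against scivMSC, the range was 404 to 1110, with 449 without DNCB replicate 1, 411 without DNCB replicate 2, 551 without DNCB replicate 3, 404 without scivMSC replicate 1 and 531 without scivMSC replicate 3. Groups of 2 libraries give the test less information, and beyond that the cause was not tested.

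The same 12 fits changed the sign of these gene fold changes. For Cd14 in scivMSC against control, the range was -0.53 to 0.59, with -0.097 without control replicate 2 and -0.53 without scivMSC replicate 2. For Ifitm1 in scMSC against control, the range was -0.042 to 0.45, with -0.042 without scMSC replicate 1 and -0.032 without scMSC replicate 2. For Il1rn in DNCB against scivMSC, the range was -0.012 to 1.14, with -0.012 without scivMSC replicate 3. For Il4 in DNCB against control, the range was -0.26 to 0.14, with 0.14 without DNCB replicate 3 and 0.14 without control replicate 3. For Il4 in DNCB against scMSC, the range was -0.30 to 0.31, with 0.11 without DNCB replicate 3 and 0.31 without scMSC replicate 1. The cause was not tested.

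For the cell-type lists, the medians that changed sign or came to 0 when 1 library was left out are as follows. For the Langerhans cell list in DNCB against scMSC, the range was -0.70 to 0.081, with 0.081 without scMSC replicate 1 and -0.70 without scMSC replicate 3. For the Langerhans cell list in scMSC against scivMSC, the range was -0.73 to 0.059, with -0.73 without scMSC replicate 1, 0.059 without scMSC replicate 3 and -0.50 without scivMSC replicate 3. For the adipocyte list in scivMSC against control, the range was -0.15 to 0.34, with -0.0020 without control replicate 2 and -0.15 without control replicate 3. For the basal and suprabasal keratinocyte list in DNCB against scivMSC, the range was -0.087 to 0.22, with -0.0070 without DNCB replicate 1, -0.0035 without DNCB replicate 2 and -0.087 without scivMSC replicate 3. For the fibroblast and matrix list in scMSC against control, the range was -0.20 to 0.45, with -0.20 without scMSC replicate 1. For the fibroblast and matrix list in scMSC against scivMSC, the range was -0.83 to 0.077, with -0.83 without scMSC replicate 1, 0.077 without scivMSC replicate 2 and -0.66 without scivMSC replicate 3. For the macrophage and monocyte list in scMSC against scivMSC, the range was -0.64 to 0.28, with 0.024 without scMSC replicate 2, 0.044 without scivMSC replicate 1, 0.28 without scivMSC replicate 2 and -0.64 without scivMSC replicate 3. For the macrophage and monocyte list in scivMSC against control, the range was -1.23 to 0.027, with -1.10 without control replicate 1, -1.10 without control replicate 2, 0.027 without control replicate 3, -1.0 without scivMSC replicate 1 and -1.23 without scivMSC replicate 2. The cause was not tested.

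Further list medians changed in the same way. For the mast cell list in DNCB against scivMSC, the range was -0.066 to 0.84, with -0.066 without scivMSC replicate 3. For the mast cell list in scMSC against scivMSC, the range was -0.62 to 0.33, with 0.094 without scMSC replicate 2, 0.13 without scMSC replicate 3, 0.19 without scivMSC replicate 1, 0.33 without scivMSC replicate 2 and -0.54 without scivMSC replicate 3. For the mitosis list in scMSC against scivMSC, the range was -0.40 to 0.076, with 0.076 without scMSC replicate 1, -0.40 without scMSC replicate 3, -0.32 without scivMSC replicate 1, 0.024 without scivMSC replicate 2 and 0.036 without scivMSC replicate 3. For the neutrophil list in scMSC against control, the range was -0.86 to 0, with 0 without control replicate 1, 0 without control replicate 3 and 0 without scMSC replicate 3. For the neutrophil list in scivMSC against control, the range was -0.039 to 0.093, with 0 without control replicate 1, 0 without control replicate 2, 0 without scMSC replicate 2 and -0.039 without scivMSC replicate 2. For the red blood cell list in DNCB against scMSC, the range was -0.20 to 0.76, with -0.20 without DNCB replicate 3. For the red blood cell list in DNCB against scivMSC, the range was -0.50 to 0.68, with -0.50 without DNCB replicate 3 and -0.15 without scivMSC replicate 3. For the red blood cell list in scMSC against scivMSC, the range was -0.58 to 0.21, with 0.21 without scivMSC replicate 2. The cause was not tested.

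Further list medians changed in the same way. For the sebaceous gland list in scivMSC against control, the range was -0.32 to 0.51, with -0.32 without scivMSC replicate 3. For the skeletal muscle list in scMSC against scivMSC, the range was -0.44 to 0.35, with 0.0083 without scMSC replicate 2, -0.41 without scMSC replicate 3, -0.44 without scivMSC replicate 2 and 0.35 without scivMSC replicate 3. For the staining target list in DNCB against scMSC, the range was -0.12 to 0.18, with -0.12 without DNCB replicate 3 and -0.012 without scMSC replicate 3. For the staining target list in scMSC against control, the range was -0.57 to 1.68, with 1.68 without control replicate 3 and 0.14 without scMSC replicate 2. For the staining target list in scMSC against scivMSC, the range was -0.27 to 0.22, with -0.27 without scMSC replicate 1, -0.025 without scMSC replicate 3, -0.041 without scivMSC replicate 1 and -0.18 without scivMSC replicate 3. For the stress keratinocyte list in scMSC against control, the range was -0.69 to 0.040, with 0.040 without control replicate 3. The cause was not tested.

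Some scalings move the median of all genes, and fold changes under them are to be read relative to that shift. Against control, the median of all genes stood at 0.20 in DNCB, 0.15 in scMSC and 0.19 in scivMSC with limma on log2(FPKM + 0.1), at 0.20 in DNCB, 0.16 in scMSC and 0.21 in scivMSC with library size alone, at 0.23 in DNCB, 0.17 in scMSC and 0.21 in scivMSC with a pseudocount of 0.01 and at 0.10 in DNCB and 0.11 in scivMSC with a pseudocount of 1. With no filter on low values it stood at -0.21 in DNCB against the 9 other libraries. The T cell list has no value at a mean of at least 1 FPKM. The depth limits folds against groups at the floor to lower bounds, as for Cxcr1 in all 3 comparisons and for Lce3a and Lce3b against scMSC.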

Differences from the paper's values

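Of 77 values compared, 59 come from Tables S2 and S3 and 18 from figures, and 9 differ. The 59 belong to genes the paper names and to genes listed with the sign opposite to the ratio of mean FPKM. Genes with an opposite sign were thus included because they differ, so 9 of 77 is not a rate over the 1374 skin values. Values with neither a ratio nor a bound, such as those of Prg2, were left out. All 9 paper values that differ are among the fixed values of Tables S2 and S3, which carry no size of effect. The values here are log2 ratios of mean FPKM, set beside the fold changes of the supplementary tables. Glrp1 in DNCB against scMSC was 2.30, against the paper's -9.18. Glrp1 in DNCB against scivMSC was 0.11, against the paper's -14.82. Gm38414 in DNCB against scivMSC was 2.44, against the paper's -14.82. H2bc15 in DNCB against scMSC was 0.45, against the paper's -16.85. H2bc15 in DNCB against scivMSC was -0.51, against the paper's -14.82. Gm45546 in DNCB against scMSC was 0.17, against the paper's 9.47. Gm45546 in DNCB against scivMSC was -0.30, against the paper's 16.31. Lilra6 in DNCB against scMSC was 3.19, against the paper's 9.47. Trem1 in DNCB against scMSC was 5.75, against the paper's 9.47. None of the alternatives set before the data were examined closed the gap for any of these values.

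The paper describes Tgm3 and Klk14 as lowered in DNCB and restored by the cells. Here both were higher in DNCB, by 1.91 and 1.48 on the log2 scale against control, and no setting reversed either. Fig. 4a shows Tgm3 at about 13 FPKM in control and about 53 in DNCB, read by eye, and Klk14 at about 1.9 and about 6.3 in Fig. 4a, read by eye. The paper lists Sgms2 with the elongases and Cers4 as lipid genes restored by the cells. It was higher in DNCB by 1.44 against control, 1.12 against scMSC and 1.29 against scivMSC, while the elongases and Cers4 were lower.

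In these comparisons the paper states a change and the adjusted p from edgeR was over 0.05. The measures are unlike. The paper's captions name ANOVA with Tukey's test between groups, while the adjusted p here covers all 21890 genes tested. Adjusted over the 58 tested genes that the paper names from these same samples, 47 passed against scivMSC, compared with 29 over all genes. Below, limma on log2(FPKM + 0.1) is marked as chosen after seeing the values. The plan had named it beforehand for a file of FPKM, and only its use as an alternative came later. The statements on cytokine receptors and the JAK-STAT genes concern lower levels after treatment. Il13ra1 against scivMSC had 0.89 (adjusted p = 0.0530) and passed with a filter at a mean of 1 FPKM and limma after quantile normalization, without scMSC replicate 1 or 3 or scivMSC replicate 2 in turn and with DESeq2 and counts divided by 4, chosen after seeing the values. Jak1 against scivMSC had 0.65 (adjusted p = 0.0920) and passed with DESeq2, chosen after seeing the values. Jak3 against scivMSC had 0.63 (adjusted p = 0.0971) and passed with the 6 libraries compared fitted alone and with DESeq2, chosen after seeing the values. Syk against scMSC had 0.88 (adjusted p = 0.0717) and passed with the 6 libraries compared fitted alone, without control replicate 2 or 3 in turn and with DESeq2, chosen after seeing the values. Syk against scivMSC had 0.93 (adjusted p = 0.0757) and passed with the 6 libraries compared fitted alone, without control replicate 2 or 3 in turn and with DESeq2, chosen after seeing the values. Stat6 against scivMSC had 0.31 (adjusted p = 0.187) and passed in no other setting.

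For the itch receptors the paper states a rise with DNCB and a fall after treatment. Hrh2 against control had 1.41 (adjusted p = 0.0817) and passed with limma without a variance trend and limma at a pseudocount of 1, without control replicate 3 and with DESeq2 and limma on log2(FPKM + 0.1), chosen after seeing the values. Hrh2 against scivMSC had 1.56 (adjusted p = 0.110) and passed with limma without a variance trend and the 6 libraries compared fitted alone and with DESeq2, chosen after seeing the values. Bdkrb1 against scMSC had 2.64 (adjusted p = 0.0678) and passed with limma without a variance trend, the 6 libraries compared fitted alone, limma at a pseudocount of 1 and limma after quantile normalization, without scivMSC replicate 2 or 3 in turn and with DESeq2, counts divided by 4 and limma on log2(FPKM + 0.1), chosen after seeing the values. Bdkrb1 against scivMSC had 2.84 (adjusted p = 0.0699) and passed with limma without a variance trend, limma at a pseudocount of 0.01, limma at a pseudocount of 1 and limma after quantile normalization, without scivMSC replicate 3 and with DESeq2, counts divided by 4 and limma on log2(FPKM + 0.1), chosen after seeing the values. Bdkrb2 against scMSC had 1.32 (adjusted p = 0.0651) and passed with the 6 libraries compared fitted alone, limma at a pseudocount of 1 and limma after quantile normalization, without scivMSC replicate 2 or 3 in turn and with DESeq2, chosen after seeing the values. Bdkrb2 against scivMSC had 1.22 (adjusted p = 0.103) and passed with limma at a pseudocount of 1, without scivMSC replicate 2 and with DESeq2, chosen after seeing the values.

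For the barrier genes it states a loss in DNCB that treatment alleviated. Flg against control had -0.87 (adjusted p = 0.274) and passed without control replicate 1. Its log2 fold change ran from -1.38 to -0.115 when 1 library was left out in turn. Flg against scMSC had -0.96 (adjusted p = 0.311) and passed with the 6 libraries compared fitted alone. Flg against scivMSC had -1.54 (adjusted p = 0.116) and passed with the 6 libraries compared fitted alone, without control replicate 1 and with DESeq2, chosen after seeing the values. Elovl5 against scMSC had -0.72 (adjusted p = 0.0744) and passed with the 6 libraries compared fitted alone, without scivMSC replicate 2 or 3 in turn and with DESeq2, chosen after seeing the values.

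For the bacteria-induced genes it states higher levels in DNCB than in the 3 other groups. Sprr1b against scivMSC had 1.99 (adjusted p = 0.123) and passed with limma at a pseudocount of 1 and limma after quantile normalization, without scivMSC replicate 2 and with DESeq2 and limma on log2(FPKM + 0.1), chosen after seeing the values. Lce3a against control had 2.13 (adjusted p = 0.243) and passed with the 6 libraries compared fitted alone and limma at a pseudocount of 1. Lce3a against scivMSC had 1.99 (adjusted p = 0.383) and passed with limma at a pseudocount of 1. Lce3b against control had 1.85 (adjusted p = 0.274) and passed with the 6 libraries compared fitted alone and limma at a pseudocount of 1. Lce3b against scivMSC had 2.05 (adjusted p = 0.335) and passed with limma at a pseudocount of 1 and without scivMSC replicate 2. Lce3c against control had 1.96 (adjusted p = 0.105) and passed with the 6 libraries compared fitted alone and limma at a pseudocount of 1 and without scivMSC replicate 2. Lce3c against scivMSC had 1.19 (adjusted p = 0.426) and passed without scivMSC replicate 2.

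The same statement covers the other Lce3 genes. Lce3d against control had 2.52 (adjusted p = 0.0753) and passed with the 6 libraries compared fitted alone, limma at a pseudocount of 0.01 and limma at a pseudocount of 1, without scivMSC replicate 1 or 2 in turn and with limma on log2(FPKM + 0.1), chosen after seeing the values. Lce3d against scivMSC had 1.54 (adjusted p = 0.358) and passed without scivMSC replicate 2. Lce3e against control had 2.71 (adjusted p = 0.0961) and passed with the 6 libraries compared fitted alone and limma at a pseudocount of 1, without scivMSC replicate 2 and with DESeq2 and limma on log2(FPKM + 0.1), chosen after seeing the values. Lce3e against scivMSC had 1.45 (adjusted p = 0.465) and passed without scivMSC replicate 2. Lce3f against control had 2.33 (adjusted p = 0.104) and passed with the 6 libraries compared fitted alone and limma at a pseudocount of 1 and with DESeq2 and limma on log2(FPKM + 0.1), chosen after seeing the values. Lce3f against scivMSC had 1.00 (adjusted p = 0.587) and passed in no other setting.

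Among the shared signatures it states a rise with DNCB that treatment lowered. Tlr13 against scivMSC had 3.16 (adjusted p = 0.0529) and passed with limma without a variance trend, a filter at a mean of 1 FPKM, limma at a pseudocount of 0.01, limma at a pseudocount of 1 and limma after quantile normalization, without control replicate 2 or 3 or scivMSC replicate 2 in turn and with DESeq2, counts divided by 4 and limma on log2(FPKM + 0.1), chosen after seeing the values. Trem1 against scivMSC had 4.96 (adjusted p = 0.0573) and passed with limma without a variance trend, the 6 libraries compared fitted alone, a filter at a mean of 1 FPKM, limma at a pseudocount of 1 and limma after quantile normalization, without control replicate 2 or scMSC replicate 3 in turn and with DESeq2, counts divided by 4 and limma on log2(FPKM + 0.1), chosen after seeing the values. Lilra6 against control had 2.06 (adjusted p = 0.181) and passed with limma without a variance trend, the 6 libraries compared fitted alone, limma at a pseudocount of 1 and limma after quantile normalization, without scMSC replicate 3 and with limma on log2(FPKM + 0.1), chosen after seeing the values. Lilra6 against scMSC had 3.18 (adjusted p = 0.0890) and passed with limma without a variance trend, limma at a pseudocount of 0.01, limma at a pseudocount of 1 and limma after quantile normalization, without scMSC replicate 3 and with DESeq2, counts divided by 4 and limma on log2(FPKM + 0.1), chosen after seeing the values. Lilra6 against scivMSC had 2.78 (adjusted p = 0.151) and passed with limma without a variance trend, limma at a pseudocount of 1 and limma after quantile normalization, without scMSC replicate 3 and with DESeq2 and limma on log2(FPKM + 0.1), chosen after seeing the values.

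The paper places inflammatory and immune terms first. Here inflammatory response ranked 1 in both comparisons, while immune response ranked 9 against scMSC and 8 against scivMSC, after terms such as extracellular matrix.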

Other observations

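The tests of neutrophil RNA, of sebaceous gland RNA and of libraries at 0 were chosen only after the result was seen, the second neutrophil list was written after the pattern in the Fig. 6 genes had been seen, and fry and the estimated correlation were added for the cell-type lists after their results had been seen.

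The 14 genes of Fig. 6 were higher in DNCB in all 3 comparisons. More neutrophil RNA in the DNCB libraries is a candidate explanation. In a second list of 8 neutrophil genes, none named in Fig. 6, the lowest of the 3 medians was 3.95. With genes at the floor set to their bound, the medians of this list were 4.75 against control, 5.19 against scMSC and 3.95 against scivMSC. In control skin 2 of the 8 genes of the second neutrophil list averaged at least 1 FPKM, 0 also stood in another list and 0 were named by the paper. Its most abundant gene, Hcar2, averaged 18.6 FPKM in control, 96.7 in DNCB, 12.0 in scMSC and 18.0 in scivMSC. Mrgpra2a and Mrgpra2b are near-identical copies that are also among the genes named by rule. Without them, the median of the other 6 genes was 3.99 against control and 2.64 against scivMSC. Against scMSC it was 6.09 from the fitted folds. Cd177 and Ngp were at the floor there and at least 33.9-fold and 39.5-fold higher in DNCB. The 6.09 is therefore not a bound and cannot be set beside the 5.19. The macrophage and monocyte list reached 1.37 and the T cell list 0.87 at most, both against scMSC. Scaling is argued against, since the lowest median of the Fig. 6 genes over 4 scalings was 3.07. A change of expression within cells that stay constant in number was not tested and stays open.

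Elovl3, Elovl6 and Cers4 were lower in DNCB than in control. Less sebaceous gland RNA in DNCB may account for this, since the sebaceous gland genes other than Elovl3 had a median of -3.23. Elovl4, taken as epidermal, also fell, by a log2 fold change of -1.76, so a loss of gland RNA and a lower expression per cell cannot be told apart. In control skin 10 of the 10 genes of the sebaceous gland list averaged at least 1 FPKM, 0 also stood in another list and 1 was named by the paper. Its most abundant gene, Fa2h, averaged 110.3 FPKM in control, 6.26 in DNCB, 74.3 in scMSC and 112 in scivMSC. Scaling is argued against, with a median closest to 0 of -2.97 over 4 scalings.

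Among the 1374 skin fold changes in Tables S2 and S3, 1372 follow one rule, fixed if a library of the 2 groups is listed at 0 and otherwise not, which is consistent with fixed values standing in for ratios with 0. No biological explanation applies to this pattern.

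Skeletal muscle genes were lower than in control in DNCB, scMSC and scivMSC. A few muscle genes taking most of the counts are argued against as the source of the calls, since 2901 genes were called in DNCB against control without muscle and mitochondrial genes, and 1910 and 1385 in scMSC and scivMSC against control. How deep each sample was taken was not tested, and no biological explanation was tested.

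Other splits of the same libraries were fitted, for pairs of groups only with the 6 libraries compared fitted alone. For genes called, 1 of the 10 splits in DNCB against control, 1 of the 10 splits in DNCB against scMSC and 1 of the 10 splits in DNCB against scivMSC gave as many as the real one, itself included. With the 6 libraries fitted alone, the real groupings gave 3214, 1866 and 1110 genes, and the highest count in another split was 1. For the gene sets, 4 of the 10 splits against scMSC and 2 of the 10 splits against scivMSC gave as many sets. For the cell-type lists these were 3 of the 10 splits in DNCB against control, 3 of the 10 splits in DNCB against scMSC and 4 of the 10 splits in DNCB against scivMSC. With 10 splits the share is never under 0.1, so for a single pair of groups the real grouping cannot be told apart from the others by the share of splits. For DNCB against the 9 other libraries 1 of the 100 splits drawn of 220 gave as many, with 1358 genes in the real grouping and at most 222 in another. For genes higher in DNCB than in each of the other 3 groups, 1 of the 100 splits drawn gave as many, with 340 in the real grouping and at most 1 in another. An accidental grouping is argued against for these 2 counts of genes.

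Of the 1442 genes called higher in DNCB than in control, 546 were also called higher than in scMSC and 375 than in scivMSC, while 80 and 47 were called lower. Of the 1656 genes called lower, 389 and 382 were also called lower, and 3 and 2 were called higher. The comparisons with the 2 MSC groups share the DNCB libraries. Their fold changes correlated at r = 0.74, against a mean r of 0.500 and a highest of 0.530 in 100 simulations of unchanged groups that share libraries. In both comparisons 992 genes were called in the same direction. What sharing the DNCB libraries adds to this overlap was not tested, since unchanged groups give no calls to share. The overlap fell to 449 without DNCB replicate 1, 411 without DNCB replicate 2, 551 without DNCB replicate 3, 404 without scivMSC replicate 1 and 531 without scivMSC replicate 3. Control and the MSC groups are also compared with the same DNCB libraries. Fold changes against control and against scMSC correlated at r = 0.450, below the simulated mean of 0.500, so this r shows no more than sharing the libraries gives. Those against control and against scivMSC correlated at r = 0.535, or 0.526 with limma, which the simulations used, against a simulated highest r of 0.531, so this r is close to what sharing the libraries gives. Genes called in both pairs in the same direction numbered 935 and 757.

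In DNCB against control, the median log2 fold change of each cell-type list is given, with its extremes where leaving out 1 library changed it by more than 1.5 times, changed its sign or moved its adjusted p across 0.05. Of the 10 lists past 0.05 in DNCB against control, 9 also passed with fry, which were the neutrophil, mast cell, Langerhans cell, sebaceous gland, skeletal muscle, adipocyte, stress keratinocyte, fibroblast and matrix and mitosis lists, and 0 passed with the correlation estimated per list. With fry, and not at the preset correlation, the staining target list passed too (adjusted p = 0.0101). Neutrophil genes had 5.88 with 10 of 10 genes higher (adjusted p = 9.62e-12). Macrophage and monocyte genes had 0.62 with 10 of 10 genes higher (adjusted p = 0.201), and 0.32 without control replicate 2 to 1.33 without control replicate 3. For macrophage and monocyte genes the adjusted p fell to 0.00814 without control replicate 3, within a range of 0.00814 to 0.388 over the settings with the same set test. T cell genes had -0.20 with 3 of 8 genes higher (adjusted p = 0.657), and -0.54 without DNCB replicate 1 to -0.066 without DNCB replicate 2. Mast cell genes had 1.41 with 9 of 10 genes higher (adjusted p = 0.00334). Langerhans cell genes had -1.39 with 1 of 8 genes higher (adjusted p = 0.00155). Hair shaft and inner root sheath genes had 2.83 with 15 of 15 genes higher (adjusted p = 0.000311), and 1.97 without DNCB replicate 3 to 5.44 without control replicate 2. Sebaceous gland genes had -3.26 with 0 of 10 genes higher (adjusted p = 2.17e-13). Skeletal muscle genes had -2.06 with 0 of 10 genes higher (adjusted p = 3.75e-08). With genes at the floor set to their bound, the neutrophil median was 4.11.

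The other lists in DNCB against control follow. Adipocyte genes had -0.91 with 0 of 10 genes higher (adjusted p = 0.000632). Basal and suprabasal keratinocyte genes had 0.58 with 7 of 10 genes higher (adjusted p = 0.0646), and 0.41 without control replicate 1 to 0.69 without control replicate 3. For basal and suprabasal keratinocyte genes the adjusted p fell to 0.0236 to 0.0309 without control replicate 3, DNCB replicate 3 or scivMSC replicate 2, within a range of 0.0210 to 0.152 over the settings with the same set test. Stress keratinocyte genes had 3.28 with 10 of 10 genes higher (adjusted p = 8.55e-06). Fibroblast and matrix genes had 1.9 with 10 of 10 genes higher (adjusted p = 7.30e-05). Red blood cell genes had 0.89 with 6 of 6 genes higher (adjusted p = 0.178), and 0.20 without DNCB replicate 3 to 1.15 without DNCB replicate 1. For red blood cell genes the adjusted p fell to 0.0421 without DNCB replicate 2, within a range of 0.0421 to 0.606 over the settings with the same set test. Mitosis genes had 2.1 with 10 of 10 genes higher (adjusted p = 3.53e-10). Staining target genes had 1.78 with 3 of 5 genes higher (adjusted p = 0.116).

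In DNCB against scMSC, the median log2 fold change of each cell-type list is given, with its extremes where leaving out 1 library changed it by more than 1.5 times, changed its sign or moved its adjusted p across 0.05. Of the 9 lists past 0.05 in DNCB against scMSC, 6 also passed with fry, which were the neutrophil, hair shaft and inner root sheath, sebaceous gland, basal and suprabasal keratinocyte, stress keratinocyte and fibroblast and matrix lists, and 1 passed with the correlation estimated per list (the neutrophil list, adjusted p = 0.0202). Neutrophil genes had 6.15 with 10 of 10 genes higher (adjusted p = 1.22e-21). Macrophage and monocyte genes had 1.37 with 10 of 10 genes higher (adjusted p = 0.00109). T cell genes had 0.87 with 6 of 8 genes higher (adjusted p = 0.128), and 0.44 without scMSC replicate 3 to 1.15 without scMSC replicate 1. For T cell genes the adjusted p fell to 0.0295 without scMSC replicate 1, within a range of 0.0295 to 0.282 over the settings with the same set test. Mast cell genes had 0.41 with 8 of 10 genes higher (adjusted p = 0.317), and 0.22 without scMSC replicate 3 to 0.90 without scMSC replicate 1. Langerhans cell genes had -0.41 with 1 of 8 genes higher (adjusted p = 0.193), and -0.70 without scMSC replicate 3 to 0.081 without scMSC replicate 1. For Langerhans cell genes the adjusted p fell to 0.00534 without scMSC replicate 3, within a range of 0.00534 to 0.741 over the settings with the same set test. Hair shaft and inner root sheath genes had -5.57 with 0 of 15 genes higher (adjusted p = 2.17e-12). Sebaceous gland genes had -2.77 with 0 of 10 genes higher (adjusted p = 2.44e-13). Skeletal muscle genes had -0.48 with 2 of 10 genes higher (adjusted p = 0.277), and -0.66 without scMSC replicate 2 to -0.22 without scMSC replicate 3. For skeletal muscle genes the adjusted p fell to 0.0449 without scMSC replicate 2, within a range of 0.0449 to 0.687 over the settings with the same set test. With genes at the floor set to their bound, the neutrophil median was 5.67.

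The other lists in DNCB against scMSC follow. Adipocyte genes had -0.73 with 0 of 10 genes higher (adjusted p = 0.00739), and -1.02 without DNCB replicate 3 to -0.48 without DNCB replicate 1. For adipocyte genes the adjusted p rose to 0.0659 to 0.0897 without DNCB replicate 1 or scMSC replicate 1, within a range of 7.53e-05 to 0.0897 over the settings with the same set test. Basal and suprabasal keratinocyte genes had 0.63 with 7 of 10 genes higher (adjusted p = 0.00246). Stress keratinocyte genes had 3.84 with 9 of 10 genes higher (adjusted p = 9.92e-07). Fibroblast and matrix genes had 1.82 with 10 of 10 genes higher (adjusted p = 3.70e-06). Red blood cell genes had 0.49 with 4 of 6 genes higher (adjusted p = 0.854), and -0.20 without DNCB replicate 3 to 0.76 without DNCB replicate 1. Mitosis genes had 0.70 with 10 of 10 genes higher (adjusted p = 0.00655), and 0.46 without scMSC replicate 1 to 1.02 without scMSC replicate 3. For mitosis genes the adjusted p rose to 0.0868 without scMSC replicate 1, within a range of 6.42e-05 to 0.0868 over the settings with the same set test. Staining target genes had 0.026 with 3 of 5 genes higher (adjusted p = 0.317), and -0.12 without DNCB replicate 3 to 0.18 without scMSC replicate 1.

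In DNCB against scivMSC, the median log2 fold change of each cell-type list is given, with its extremes where leaving out 1 library changed it by more than 1.5 times, changed its sign or moved its adjusted p across 0.05. Of the 9 lists past 0.05 in DNCB against scivMSC, 4 also passed with fry, which were the neutrophil, sebaceous gland, stress keratinocyte and fibroblast and matrix lists, and 1 passed with the correlation estimated per list (the neutrophil list, adjusted p = 0.0202). Neutrophil genes had 4.97 with 10 of 10 genes higher (adjusted p = 3.17e-20). Macrophage and monocyte genes had 1.34 with 10 of 10 genes higher (adjusted p = 0.000259), and 0.83 without scivMSC replicate 3 to 1.68 without scivMSC replicate 2. T cell genes had 0.16 with 6 of 8 genes higher (adjusted p = 0.545), and 0.095 without scivMSC replicate 2 to 0.34 without scivMSC replicate 1. Mast cell genes had 0.44 with 8 of 10 genes higher (adjusted p = 0.178), and -0.066 without scivMSC replicate 3 to 0.84 without scivMSC replicate 2. Langerhans cell genes had -0.66 with 1 of 8 genes higher (adjusted p = 0.00808), and -0.95 without scivMSC replicate 3 to -0.46 without scivMSC replicate 1. For Langerhans cell genes the adjusted p rose to 0.0594 without scivMSC replicate 1, within a range of 0.000573 to 0.0594 over the settings with the same set test. Hair shaft and inner root sheath genes had -3.71 with 0 of 15 genes higher (adjusted p = 3.19e-09). Sebaceous gland genes had -3.71 with 0 of 10 genes higher (adjusted p = 1.04e-21). Skeletal muscle genes had -0.62 with 1 of 10 genes higher (adjusted p = 0.0671), and -0.82 without scivMSC replicate 2 to -0.18 without scivMSC replicate 3. For skeletal muscle genes the adjusted p fell to 0.0112 to 0.0354 without DNCB replicate 3 or scivMSC replicate 1 or 2, within a range of 0.0112 to 0.580 over the settings with the same set test. With genes at the floor set to their bound, the neutrophil median was 4.50.

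The other lists in DNCB against scivMSC follow. Adipocyte genes had -0.90 with 1 of 10 genes higher (adjusted p = 5.27e-05). Basal and suprabasal keratinocyte genes had 0.050 with 7 of 10 genes higher (adjusted p = 0.187), and -0.087 without scivMSC replicate 3 to 0.22 without DNCB replicate 3. Stress keratinocyte genes had 1.96 with 9 of 10 genes higher (adjusted p = 0.000970), and 1.52 without scivMSC replicate 3 to 3.25 without scivMSC replicate 2. Fibroblast and matrix genes had 1.66 with 10 of 10 genes higher (adjusted p = 2.22e-06). Red blood cell genes had 0.19 with 4 of 6 genes higher (adjusted p = 0.905), and -0.50 without DNCB replicate 3 to 0.68 without scivMSC replicate 2. Mitosis genes had 0.65 with 10 of 10 genes higher (adjusted p = 0.00594), and 0.38 without scivMSC replicate 1 to 0.84 without scivMSC replicate 3. For mitosis genes the adjusted p rose to 0.0763 without scivMSC replicate 1, within a range of 0.000436 to 0.0763 over the settings with the same set test. Staining target genes had 0.46 with 3 of 5 genes higher (adjusted p = 0.266), and 0.27 without scivMSC replicate 1 to 1.00 without scivMSC replicate 2.

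In scMSC against control, the median log2 fold change of each cell-type list is given, with its extremes where leaving out 1 library changed it by more than 1.5 times, changed its sign or moved its adjusted p across 0.05. Of the 5 lists past 0.05 in scMSC against control, 3 also passed with fry, which were the hair shaft and inner root sheath, skeletal muscle and mitosis lists, and 0 passed with the correlation estimated per list. With fry, and not at the preset correlation, the T cell list passed too (adjusted p = 0.0354). Neutrophil genes had -0.14 with 3 of 10 genes higher (adjusted p = 0.224), and -0.86 without scMSC replicate 2 to 0.00 without control replicate 1. Macrophage and monocyte genes had -0.92 with 1 of 10 genes higher (adjusted p = 0.168), and -1.36 without scMSC replicate 1 to -0.098 without control replicate 3. For macrophage and monocyte genes the adjusted p fell to 0.0484 without control replicate 1, within a range of 0.0484 to 0.920 over the settings with the same set test. T cell genes had -1.24 with 2 of 8 genes higher (adjusted p = 0.0566), and -1.57 without scMSC replicate 1 to -1.05 without scMSC replicate 3. For T cell genes the adjusted p fell to 0.0131 to 0.0466 without control replicate 2, scMSC replicate 1 or scivMSC replicate 1, within a range of 0.0131 to 0.172 over the settings with the same set test. Mast cell genes had 1.14 with 8 of 10 genes higher (adjusted p = 0.0130), and 0.80 without scMSC replicate 1 to 1.33 without control replicate 1. For mast cell genes the adjusted p rose to 0.0868 without scMSC replicate 1, within a range of 0.00102 to 0.116 over the settings with the same set test. Langerhans cell genes had -0.89 with 1 of 8 genes higher (adjusted p = 0.0252), and -1.36 without scMSC replicate 1 to -0.64 without scMSC replicate 3. For Langerhans cell genes the adjusted p rose to 0.114 to 0.156 without control replicate 3 or scMSC replicate 3, within a range of 0.000388 to 0.156 over the settings with the same set test. Sebaceous gland genes had -0.53 with 0 of 10 genes higher (adjusted p = 0.0632), and -0.92 without scMSC replicate 1 to -0.38 without scMSC replicate 3. For sebaceous gland genes the adjusted p fell to 0.00396 to 0.0481 without control replicate 1, DNCB replicate 1 or 2, scMSC replicate 1 or scivMSC replicate 2 or 3, within a range of 0.00396 to 0.215 over the settings with the same set test. Skeletal muscle genes had -1.62 with 0 of 10 genes higher (adjusted p = 1.48e-07). Adipocyte genes had -0.30 with 3 of 10 genes higher (adjusted p = 0.198), and -0.52 without scMSC replicate 1 to -0.025 without control replicate 1. For adipocyte genes the adjusted p fell to 0.0491 without control replicate 3, within a range of 0.0491 to 0.573 over the settings with the same set test. With genes at the floor set to their bound, the neutrophil median was -0.32.

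The other lists in scMSC against control follow. Basal and suprabasal keratinocyte genes had -0.25 with 3 of 10 genes higher (adjusted p = 0.572), and -0.46 without scMSC replicate 1 to -0.11 without scMSC replicate 3. Stress keratinocyte genes had -0.20 with 3 of 10 genes higher (adjusted p = 0.781), and -0.69 without scMSC replicate 2 to 0.040 without control replicate 3. Fibroblast and matrix genes had 0.26 with 8 of 10 genes higher (adjusted p = 0.719), and -0.20 without scMSC replicate 1 to 0.45 without scMSC replicate 3. Red blood cell genes had 0.47 with 6 of 6 genes higher (adjusted p = 0.197). For red blood cell genes the adjusted p fell to 0.0277 with the 6 libraries compared fitted alone, within a range of 0.0277 to 0.573 over the settings with the same set test. Mitosis genes had 1.40 with 10 of 10 genes higher (adjusted p = 2.77e-06). Staining target genes had -0.23 with 2 of 5 genes higher (adjusted p = 0.376), and -0.57 without scMSC replicate 1 to 1.68 without control replicate 3.

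In scivMSC against control, the median log2 fold change of each cell-type list is given, with its extremes where leaving out 1 library changed it by more than 1.5 times, changed its sign or moved its adjusted p across 0.05. Of the 5 lists past 0.05 in scivMSC against control, 4 also passed with fry, which were the hair shaft and inner root sheath, skeletal muscle, stress keratinocyte and mitosis lists, and 0 passed with the correlation estimated per list. Neutrophil genes had 0.0097 with 5 of 10 genes higher (adjusted p = 0.763), and -0.039 without scivMSC replicate 2 to 0.093 without control replicate 3. Macrophage and monocyte genes had -0.80 with 1 of 10 genes higher (adjusted p = 0.105), and -1.23 without scivMSC replicate 2 to 0.027 without control replicate 3. For macrophage and monocyte genes the adjusted p fell to 0.00965 to 0.0429 without control replicate 1 or 2 or scivMSC replicate 1 or 2, within a range of 0.00965 to 0.933 over the settings with the same set test. T cell genes had -0.46 with 2 of 8 genes higher (adjusted p = 0.242), and -0.64 without scivMSC replicate 1 to -0.22 without scivMSC replicate 2. Mast cell genes had 1.10 with 8 of 10 genes higher (adjusted p = 0.0146), and 0.60 without scivMSC replicate 2 to 1.44 without scivMSC replicate 3. For mast cell genes the adjusted p rose to 0.0652 to 0.0870 without scivMSC replicate 1 or 2, within a range of 6.80e-06 to 0.158 over the settings with the same set test. Langerhans cell genes had -0.76 with 3 of 8 genes higher (adjusted p = 0.165), and -0.91 without scivMSC replicate 1 to -0.54 without scivMSC replicate 3. For Langerhans cell genes the adjusted p fell to 0.0437 without scivMSC replicate 1, within a range of 0.0437 to 0.446 over the settings with the same set test. Sebaceous gland genes had 0.20 with 6 of 10 genes higher (adjusted p = 0.854), and -0.32 without scivMSC replicate 3 to 0.51 without scivMSC replicate 2. Skeletal muscle genes had -1.50 with 0 of 10 genes higher (adjusted p = 1.33e-07). Adipocyte genes had 0.091 with 6 of 10 genes higher (adjusted p = 0.657), and -0.15 without control replicate 3 to 0.34 without control replicate 1.

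The other lists in scivMSC against control follow. Basal and suprabasal keratinocyte genes had 0.23 with 7 of 10 genes higher (adjusted p = 0.271), and 0.11 without scivMSC replicate 2 to 0.41 without control replicate 3. Stress keratinocyte genes had 2.27 with 8 of 10 genes higher (adjusted p = 0.00655), and 0.62 without scivMSC replicate 2 to 2.68 without scivMSC replicate 1. For stress keratinocyte genes the adjusted p rose to 0.0534 without control replicate 1, within a range of 0.000528 to 0.104 over the settings with the same set test. Fibroblast and matrix genes had 0.53 with 7 of 10 genes higher (adjusted p = 0.483), and 0.18 without scivMSC replicate 2 to 0.89 without scivMSC replicate 3. For fibroblast and matrix genes the adjusted p fell to 0.00101 without scivMSC replicate 3, within a range of 0.00101 to 0.986 over the settings with the same set test. Red blood cell genes had 0.72 with 6 of 6 genes higher (adjusted p = 0.0731), and 0.30 without scivMSC replicate 2 to 1.00 without scivMSC replicate 3. For red blood cell genes the adjusted p fell to 0.0150 to 0.0450 without DNCB replicate 2 or 3 or scivMSC replicate 3, within a range of 0.0150 to 0.325 over the settings with the same set test. Mitosis genes had 1.47 with 10 of 10 genes higher (adjusted p = 4.81e-08). Staining target genes had 0.55 with 3 of 5 genes higher (adjusted p = 0.294), and 0.23 without control replicate 2 to 1.52 without control replicate 3. The stress keratinocyte median was 1.64 with such genes at their bound.

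In scMSC against scivMSC, the median log2 fold change of each cell-type list is given, with its extremes where leaving out 1 library changed it by more than 1.5 times, changed its sign or moved its adjusted p across 0.05. Of the 5 lists past 0.05 in scMSC against scivMSC, 0 also passed with fry, and 0 passed with the correlation estimated per list. Macrophage and monocyte genes had -0.14 with 2 of 10 genes higher (adjusted p = 0.938), and -0.64 without scivMSC replicate 3 to 0.28 without scivMSC replicate 2. For macrophage and monocyte genes the adjusted p fell to 0.00147 without scivMSC replicate 3, within a range of 0.00147 to 0.984 over the settings with the same set test. T cell genes had -0.58 with 1 of 8 genes higher (adjusted p = 0.0646), and -0.96 without scMSC replicate 1 to -0.21 without scMSC replicate 3. For T cell genes the adjusted p fell to 0.00490 to 0.0360 without scMSC replicate 1 or scivMSC replicate 2, within a range of 0.00490 to 0.445 over the settings with the same set test. Mast cell genes had -0.050 with 4 of 10 genes higher (adjusted p = 0.657), and -0.62 without scMSC replicate 1 to 0.33 without scivMSC replicate 2. For mast cell genes the adjusted p fell to 0.0222 without scivMSC replicate 3, within a range of 0.0222 to 0.764 over the settings with the same set test. Langerhans cell genes had -0.25 with 1 of 8 genes higher (adjusted p = 0.0599), and -0.73 without scMSC replicate 1 to 0.059 without scMSC replicate 3. For Langerhans cell genes the adjusted p fell to 0.000120 to 0.00480 without scMSC replicate 1 or scivMSC replicate 3, within a range of 0.000120 to 0.976 over the settings with the same set test. Skeletal muscle genes had -0.20 with 3 of 10 genes higher (adjusted p = 0.291), and -0.44 without scivMSC replicate 2 to 0.35 without scivMSC replicate 3. For skeletal muscle genes the adjusted p fell to 0.0133 to 0.0371 without scMSC replicate 3 or scivMSC replicate 2, within a range of 0.0133 to 0.661 over the settings with the same set test. Adipocyte genes had -0.32 with 2 of 10 genes higher (adjusted p = 0.0649), and -0.64 without scMSC replicate 1 to -0.18 without scMSC replicate 3. For adipocyte genes the adjusted p fell to 0.00314 to 0.0418 without DNCB replicate 1, scMSC replicate 1 or scivMSC replicate 3, within a range of 0.00314 to 0.447 over the settings with the same set test. Fibroblast and matrix genes had -0.26 with 1 of 10 genes higher (adjusted p = 0.549), and -0.83 without scMSC replicate 1 to 0.077 without scivMSC replicate 2. For fibroblast and matrix genes the adjusted p fell to 9.17e-07 to 0.0174 without scMSC replicate 1 or scivMSC replicate 3, within a range of 9.17e-07 to 0.978 over the settings with the same set test. Red blood cell genes had -0.27 with 1 of 6 genes higher (adjusted p = 0.623), and -0.58 without scivMSC replicate 3 to 0.21 without scivMSC replicate 2.

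The other lists in scMSC against scivMSC follow. Mitosis genes had -0.10 with 4 of 10 genes higher (adjusted p = 0.702), and -0.40 without scMSC replicate 3 to 0.076 without scMSC replicate 1. For mitosis genes the adjusted p fell to 0.0111 to 0.0350 without scMSC replicate 3 or scivMSC replicate 1, within a range of 0.0111 to 0.966 over the settings with the same set test. Staining target genes had 0.041 with 3 of 5 genes higher (adjusted p = 0.976), and -0.27 without scMSC replicate 1 to 0.22 without scivMSC replicate 2.

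Among genes named by rule for the largest change against control, Krt77 stood at 835 ± 174 FPKM in control, 0.748 ± 0.649 in DNCB, 14.9 ± 15.2 in scMSC and 7.85 ± 2.45 in scivMSC, and Spink12 at 0 ± 0 FPKM in control, 13.5 ± 10.3 in DNCB, 14.9 ± 8.87 in scMSC and 9.27 ± 4.19 in scivMSC, at least 71.8-fold higher in DNCB than in control. Cxcl5 was at least 149-fold, Mrgpra2b at least 64.1-fold and Sprr2k at least 13.7-fold higher, and Mrgpra2a and Mrgpra2b are copies whose reads are uncertain. Retnlg had 83.0 ± 29.5 FPKM in DNCB and 0.120 ± 0.208 in control. Mrgprb3, Serpinb6e and Aadacl4fm4 were at least 27.2-fold, 20.8-fold and 19.1-fold lower in DNCB. Gm5849 had 0 ± 0 FPKM in DNCB and 4.17 ± 1.56 in control. Among genes higher in DNCB than in each of the 3 groups, Fpr1 stood at 0.214 ± 0.20 FPKM in control, 12.4 ± 4.28 in DNCB, 0.116 ± 0.101 in scMSC and 0.133 ± 0.0513 in scivMSC and Mmp8 at 0.0219 ± 0.0222 FPKM in control, 7.29 ± 0.615 in DNCB, 0.0545 ± 0.0944 in scMSC and 0.112 ± 0.110 in scivMSC. Mrgpra2b's adjusted p against scMSC rose to 0.0539 without DNCB replicate 2. Mrgpra2b's adjusted p against scMSC ran from 8.59e-07 with limma at a pseudocount of 1 to 0.134 with DESeq2 over the 12 other settings. Mrgpra2b's adjusted p against scivMSC rose to 0.0517 without DNCB replicate 2. Mrgpra2a's adjusted p against control ran from 1.13e-06 with limma at a pseudocount of 1 to 0.122 with DESeq2 over the 12 other settings. Mrgpra2a's adjusted p against scivMSC rose to between 0.0534 and 0.0538 without DNCB replicate 1 or 2, each left out in turn. Fpr1's adjusted p against scivMSC rose to 0.0573 without scivMSC replicate 1. Mmp8's adjusted p against scivMSC rose to between 0.0723 and 0.114 without DNCB replicate 1, 2 or 3 or scivMSC replicate 1 or 3, each left out in turn.

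Of the list of genes for the proteins that the paper stained, with Cd1d1 in place of CD1a, 5 were tested, and 3 of 5 were higher in DNCB in each comparison. Cd4 had a log2 fold change of 1.78 ± 0.55 against control, 2.20 ± 0.56 against scMSC and 1.23 ± 0.54 against scivMSC (edgeR adjusted p = 0.0357, 0.0262 and 0.20). Ccr3 was at least 8.43-fold higher than in control, where it was at the floor, and differed by 0.026 ± 1.01 from scMSC and 1.31 ± 1.03 from scivMSC (edgeR adjusted p = 0.0324, 1.00 and 0.507). Mki67 changed by 2.07 ± 0.32 against control, 0.29 ± 0.31 against scMSC and 0.46 ± 0.31 against scivMSC (edgeR adjusted p = 0.00154, 0.635 and 0.436). Cxcr3 was lower in DNCB in all 3 comparisons by less than its standard error, with a log2 fold change of -0.30 ± 1.16 against control, -0.073 ± 1.16 against scMSC and -0.032 ± 1.16 against scivMSC (edgeR adjusted p = 0.885, 0.990 and 0.997). Cd1d1, used in place of CD1a, was also lower, with -0.48 ± 0.17 against control, -0.029 ± 0.17 against scMSC and -0.18 ± 0.17 against scivMSC (edgeR adjusted p = 0.0576, 0.953 and 0.581). Cd1d1 is a different gene from the one for CD1a, so its values do not test the CD1a staining. The paper cites a view that mice do not express CD1a. Cd8a was below the filter and was not tested.

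The total of scivMSC replicate 3 was 65956147 estimated counts, with 11.1% from mitochondrial genes.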
